# The growth factor FGF21 maintains neuromuscular junction through histone deacetylase HDAC4 in denervation-induced skeletal muscle atrophy

**DOI:** 10.1016/j.jbc.2025.110756

**Published:** 2025-09-23

**Authors:** Lirong Zheng, Takashi Sasaki, Liyang Ni, Tsutomu Hashidume, Mitsuki Kawabe, Yu Takahashi, Yoshio Yamauchi, Makoto Shimizu, Ryuichiro Sato

**Keywords:** skeletal muscle atrophy, denervation, FGF21, neuromuscular junction, TGFB, fibro-adipogenic progenitors

## Abstract

Skeletal muscles undergo atrophy in response to denervation and neuromuscular disease. Understanding the mechanisms by which denervation drives muscle atrophy is crucial for developing therapies against neurogenic muscle atrophy. Here, we identified muscle-secreted fibroblast growth factor 21 (FGF21) as a key inducer of atrophy following muscle denervation. In denervated skeletal muscles, Fgf21 is the most robustly upregulated member of the Fgf family and acts in an autocrine/paracrine manner to promote muscle atrophy. Silencing Fgf21 in muscle prevents denervation-induced muscle wasting by preserving neuromuscular junction (NMJ) innervation. Conversely, forced expression of FGF21 in muscle reduces NMJ innervation, leading to muscle atrophy. Mechanistically, TGFB1 released by denervated fibro-adipogenic progenitors (FAPs) upregulates Fgf21 expression through the JNK/c-Jun axis. The resulting increase in FGF21 protein reduces the cytoplasmic level of histone deacetylase 4 (HDAC4), culminating in muscle atrophy. HDAC4 knockdown abolishes the atrophy-resistant effects observed in Fgf21-deficient denervated muscles, resulting in muscle atrophy. Our findings reveal a novel role and heretofore unrecognized mechanism of FGF21 in skeletal muscle atrophy, suggesting that inhibiting muscular FGF21 could be a promising strategy for mitigating skeletal muscle atrophy.

Skeletal muscle is a dynamic and metabolically active tissue that is essential for locomotion, posture, and systemic homeostasis. Proper innervation by motor neurons is critical for preserving muscle structure and function, and its disruption leads to neurogenic muscle atrophy. Neuromuscular diseases, such as amyotrophic lateral sclerosis (ALS), are characterized by progressive motor neuron degeneration, resulting in severe muscle wasting, functional decline, and ultimately death. Despite its clinical importance, there are currently no effective therapies to prevent or reverse muscle loss in neurogenic disorders. Thus, elucidating the molecular pathways that govern muscle mass maintenance is essential for developing targeted interventions against muscle-wasting diseases.

Skeletal muscle adapts to physiological and pathological cues through the secretion of myokines—cytokines that function in autocrine, paracrine, or endocrine manners (1). Among them, fibroblast growth factor 21 (FGF21), a member of the endocrine FGF subfamily along with FGF19 and FGF23, has emerged as a key metabolic regulator. Unlike canonical FGFs, FGF21 lacks a heparin-binding domain, enabling its systemic circulation (2). Although initially identified as a liver-derived hormone (3), FGF21 is also secreted by skeletal muscle (4). Extensive studies have demonstrated its beneficial effects in metabolic disorders, including obesity, type 2 diabetes, and non-alcoholic steatohepatitis (NASH), through actions that reduce fat mass and improve glucose and lipid metabolism (5, 6, 7). In skeletal muscle, FGF21 is secreted in response to various stressors, including exercise (8), starvation (9), autophagy impairment (10), mitochondrial dysfunction and aging (11). While several lines of evidence suggest that FGF21 may negatively impact muscle mass and function (9, 12), its role in neurogenic muscle atrophy remains poorly defined.

In this study, we identified a novel role for muscle-derived FGF21 in mediating denervation-induced muscle atrophy. We showed that FGF21 promotes neuromuscular junction (NMJ) disruption by reducing the cytoplasmic retention of HDAC4, thereby impairing NMJ maintenance and accelerating muscle wasting. Conversely, genetic ablation of Fgf21 enhances HDAC4 cytoplasmic localization, facilitates NMJ repair, and attenuates muscle loss. We further demonstrated that Fgf21 expression in denervated muscles is regulated by TGFB1/JNK/c-Jun signaling originating from fibro-adipogenic progenitors (FAPs). These findings establish FGF21 as a key mediator of neurogenic atrophy and a potential therapeutic target in neuromuscular diseases.

## Results

### FGF21 is upregulated in neurogenic atrophic skeletal muscles and is associated with muscle weakness

To identify regulators of neurogenic muscle atrophy, we re-analyzed five public datasets (GSE18119, GSE48574, GSE2766, GSE49826, and GSE87108), and identified consistent Fgf21 upregulation (Fig. 1*A*), which was also observed in our in-house models of starvation, denervation, dystrophy, and aging (Fig. 1*B*). Sciatic nerve transection in mice caused notable atrophy, as shown by reduced grip strength, muscle size, and fiber diameter, alongside elevated Fbxo32/Atrogin1 and Trim63/MuRF1 expression (Fig. S1, *A–F*). Among the FGF family members, only Fgf13 and Fgf21 were upregulated by denervation in tibialis anterior (TA) muscle, with Fgf21 showing the most pronounced increase (Fig. 1*C*). Immunoblot and ELISA confirmed elevated protein levels of FGF21 in denervated TA muscles (Fig. 1*D*). The expression of FGF21 receptors Klb, Fgfr1c, and Fgfr4 was also upregulated (Fig. S1*G*). Despite FGF21’s endocrine role, plasma FGF21 levels remained unchanged after denervation (Fig. 1*E*), and Fgf21 mRNA levels were specifically elevated in denervated muscles (Fig. S1*H*). Fgf21 induction was detectable by day 3 post-denervation and persisted for at least 32 days (Fig. S1*I*), with a similar response in denervated TA muscle of rats (Fig. S1*J*). Correlation analysis showed that Fgf21 expression was positively associated with atrogene levels and inversely correlated with muscle weight, size, and grip strength (Fig. 1*F*). Collectively, these findings suggest that muscular FGF21 may contribute to the progression of neurogenic muscle atrophy.

**Figure 1:**
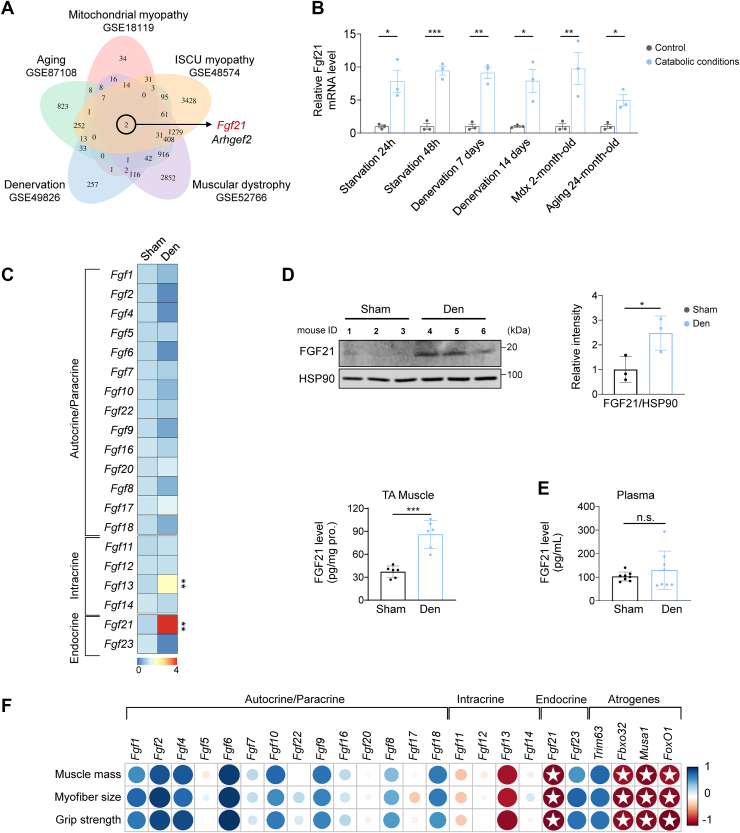
**FGF21 is upregulated in neurogenic atrophic skeletal muscles and is associated with muscle weakness.***A*, Venn diagram of overlapping upregulated genes in five muscle atrophic conditions. *B*, Fgf21 mRNA levels in the tibialis anterior (TA) muscle under starvation, denervation, dystrophy (mdx), and aging (n = 3). *C*, Heatmap of mRNA levels of Fgf members in TA muscle (n=3–5). *D*, protein levels of FGF21 in TA muscles detected in Western blot (n = 3) and ELISA (n = 6). *E*, ELISA analysis of FGF21 protein levels in plasma (n = 8). *F*, correlation analysis between skeletal muscle phenotypes and mRNA levels of Fgf family members and atrogenes (n = 5). Data were analyzed by two-tailed Student’s *t* test. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

### Fgf21 deficiency protects skeletal muscles from denervation-induced atrophy

To investigate the role of FGF21 in muscle atrophy, Fgf21 knockout (Fgf21KO) mice were subjected to denervation (Fig. S2*A*). Both basal and denervation-induced Fgf21 expression were abolished in Fgf21KO mice (Fig. S2*B*). Grip strength normalized by body weight showed no significant difference between WT and Fgf21KO mice before denervation (Fig. 2*A*). Following denervation, both genotypes exhibited a decline in grip strength, but Fgf21KO mice exhibited partial functional preservation (Fig. 2*A*). Relative muscle weight declined similarly in both genotypes (Fig. S2*C*). The mean cross-sectional area (CSA) of sham-operated TA muscle was smaller in Fgf21KO mice (Figs. 2*B* and S2*D*). However, Fgf21KO mice retained larger mean CSA and a greater proportion of large fibers than WT mice after denervation (Figs. 2*B* and S2*D*). Denervation-induced upregulation of protein degradation markers (Atrogin1, MuRF1, LC3II) was markedly attenuated in Fgf21KO muscle (Fig. 2*C*), suggesting that reduced proteolysis may underlie the preservation of muscle mass and strength.

**Figure 2:**
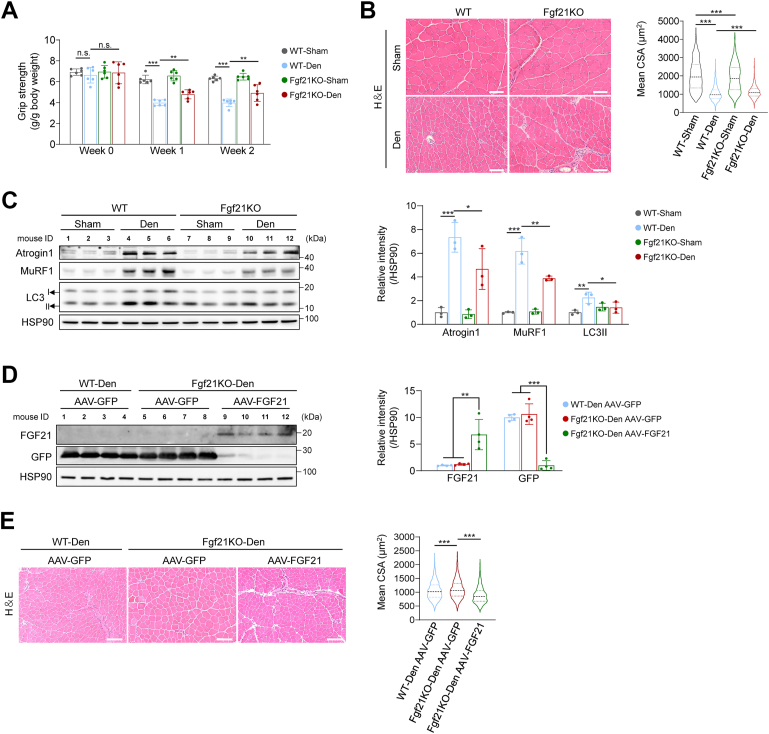
**Fgf21 deficiency protects skeletal muscles from denervation-induced atrophy.***A*, Four-limb grip strength (g/g body weight) of WT and Fgf21KO mice (n = 6). *B*, representative cross-sectional images of TA muscle from WT and Fgf21KO mice (n = 4). Scale bar, 50 μm. (*C*) Protein levels of protein degradation markers in TA muscle of WT and Fgf21KO mice (n = 3). *D*, protein levels of rescued FGF21 in TA muscle (n = 4). *E*, representative cross-sectional images of TA muscle after FGF21 rescue (n = 6). Scale bar, 50 μm. In (*A*-*C*), data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. No significant interaction between genotype and treatment was detected in (*A*) (week 0: F(1, 20) = 0.106, *p* = 0.748; week 1: F(1, 20) = 1.904, *p* = 0.183; week 2: F(1, 20) = 3.736, *p* = 0.068). A significant interaction between genotype and treatment was observed in (*B*) (F(1,5266) = 48.695, *p* < 0.0001). In (*C*), different interactions were detected (Atrogin1: F(1,8) = 3.990, *p* = 0.081; MuRF1: F(1,8) = 13.332, *p* = 0.006; LC3II: F(1,8) = 8.541, *p* = 0.019). In (*C*) and (*D*), data were analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

Given the protective effect of Fgf21 deficiency against denervation-induced atrophy, we examined the consequences of Fgf21 overexpression. AAV-mediated FGF21 overexpression in TA muscle significantly elevated circulating FGF21 levels, regardless of denervation status (Fig. S3, *A*–*C*). FGF21 overexpression exacerbated muscle atrophy, as indicated by reduced grip strength, and smaller myofiber size, both at baseline and after denervation, whereas muscle weight was not further affected (Fig. S3, *D*–*F*).

To confirm the intramuscular role of FGF21, rescue experiments were conducted by overexpressing FGF21 in Fgf21-null TA muscles followed by denervation (Fig. 2*D*). While plasma FGF21 was undetectable in Fgf21KO mice, FGF21 overexpression restored its circulating levels (Fig. S3*G*). Although TA muscle weight was similar between GFP-transduced WT and Fgf21KO mice, FGF21 overexpression in Fgf21KO muscles reduced TA mass (Fig. S3*H*). Likewise, the enlarged CSA observed in denervated Fgf21KO muscles was abolished by FGF21 overexpression, shifting the fiber distribution toward smaller sizes (Figs. 2*E* and S3*I*). These data confirm that muscle-derived FGF21 promotes atrophy and that its absence confers resistance to denervation-induced muscle loss.

### Fgf21 deficiency improves NMJ innervation

To understand how Fgf21 deficiency resists denervation-induced muscle atrophy, we performed RNA-Seq on TA muscles from WT and Fgf21KO mice 2 weeks post-denervation. 

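The sequenced groups were WT sham (WS), WT denervated (WD), Fgf21KO sham (KS) and Fgf21KO denervated (KD) TA muscles. The paper's methods give n = 4 mice per group, with the RNA of each group pooled, and the sample labels likewise give 4 muscles pooled per condition, collected on day 14. Each group is therefore 1 library, and no difference between groups has a replicate check. The paper states that a 5 to 10 mm segment of the sciatic nerve was excised and that the contralateral limb had the same operation without transection. The sample labels give a 2 mm piece and an untouched right leg. The authors deposited the number of reads counted on each gene, without normalization, and a second table of values on a log2 scale. Each value of that second table equals the log2 of a gene's count times a single factor per library, plus 1, so it carries no correction for gene length although it is named for FPKM. The paper's text does not name the aligner, the counting tool or the genome build. Over the 13825 genes analysed here, the total count was 25249879 in WS, 29150147 in WD, 34141303 in KS and 27740920 in KD, with medians of 296, 431, 378 and 405 counts per gene. These totals cover the genes analysed here and are not the full depth of the libraries. The 13 mitochondrially encoded protein genes took 27.0% of the counts in WS, 19.4% in WD, 30.4% in KS and 20.6% in KD. Counts were scaled with edgeR's TMM factors, which were 0.922 for WS, 1.119 for WD, 0.87 for KS and 1.115 for KD. Log2 ratios between libraries were taken from log2 CPM with a prior count of 2, for the 13084 genes with a mean count of at least 10. At 3 counts, the smallest level considered measurable, expression was 0.129 CPM in WS and 0.092 CPM in WD. Intervals given for single genes are 95% intervals from counting error alone and leave out the spread between mice. The targeted gene, Fgf21, was not analysed here, so the genotype labels were not checked against it.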

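With the paper's criterion of an adjusted p-value below 0.05 and an absolute log2 ratio of at least 1, edgeR's exact test was run between pairs of libraries. Its dispersion cannot be estimated from 1 library per group, so a biological coefficient of variation of 0.1 was assumed, and the test compares those libraries, not the conditions. In WT muscle, denervation (WD vs WS) gave 1798 DEGs, of which 869 were higher and 929 lower after denervation. In Fgf21KO muscle (KD vs KS) there were 1670, of which 927 were higher and 743 lower. The genotypes differed less. Fgf21KO over WT gave 57 DEGs in sham muscle (26 higher, 31 lower) and 49 in denervated muscle (27 higher, 22 lower). These counts depended strongly on the assumed variation. At 0.4 the 4 comparisons gave 63, 81, 0 and 3 DEGs in the same order. By the log2 ratio alone, 1933 genes were at least 2-fold apart in WD vs WS, 1778 in KD vs KS, 267 in KS vs WS and 204 in KD vs WD. Libraries simulated with equal expression and counting noise alone gave a median of 60.5 such genes for KS vs WS and 36 for KD vs WD. With a biological coefficient of variation of 0.1 added, the medians were 88.5 and 54, and with 0.2 they were 397.5 and 362, above the numbers observed.

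An additive model of genotype and surgery over the 4 libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) treated the libraries on each side as replicates. The sham and denervated muscles of a genotype may come from the same mice, as the paper's contralateral design would have it. The libraries of a genotype are then not independent, and the genotype test does not measure the spread between mice. The model gave 1695 genes for denervation (890 higher, 805 lower) and 22 for genotype (8 higher, 14 lower in Fgf21KO).

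The highest log2 ratios in WD vs WS were those of Plekhh1 (7.89, from 8 to 3182 counts), Rrad (7.47, from 24 to 6366 counts) and Runx1 (6.41, from 44 to 5422 counts). The lowest were those of Rsc1a1 (-6.74), Amd2 (-3.82) and Amd1 (-3.78). Amd1 and Amd2 are near-identical copies between which reads could be split, so their separate values are uncertain. In KD vs KS, Rrad (7.77) and Plekhh1 (6.97) were again among the highest. Ces2c was at least 299-fold higher, from 3 to 933 counts. Smox (-4.18) and Amd2 (-4.12) were among the lowest. Rsc1a1 fell from 615 to 53 counts in Fgf21KO muscle and from 552 to 5 in WT muscle, which made it the highest gene of KD vs WD (3.01), ahead of Clstn2 (2.65) and Gm28043 (2.27). The highest genes of KS vs WS were Gm6548 (at least 13.6-fold higher), LOC115489434 (at least 7.57-fold higher) and Calml4 (2.75), all with at most 4 counts in WS. The lowest genes of both genotype comparisons were Gm29804, Gm5859 and Gm27177. Gm29804 was at least 31.5-fold lower in KS than in WS and at least 53.1-fold lower in KD than in WD. Gm5859 was at least 19.6-fold and 31.9-fold lower. Gm27177 had a log2 ratio of -3.57 in KS vs WS and was at least 41.7-fold lower in KD than in WD.

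**Figure D1:**
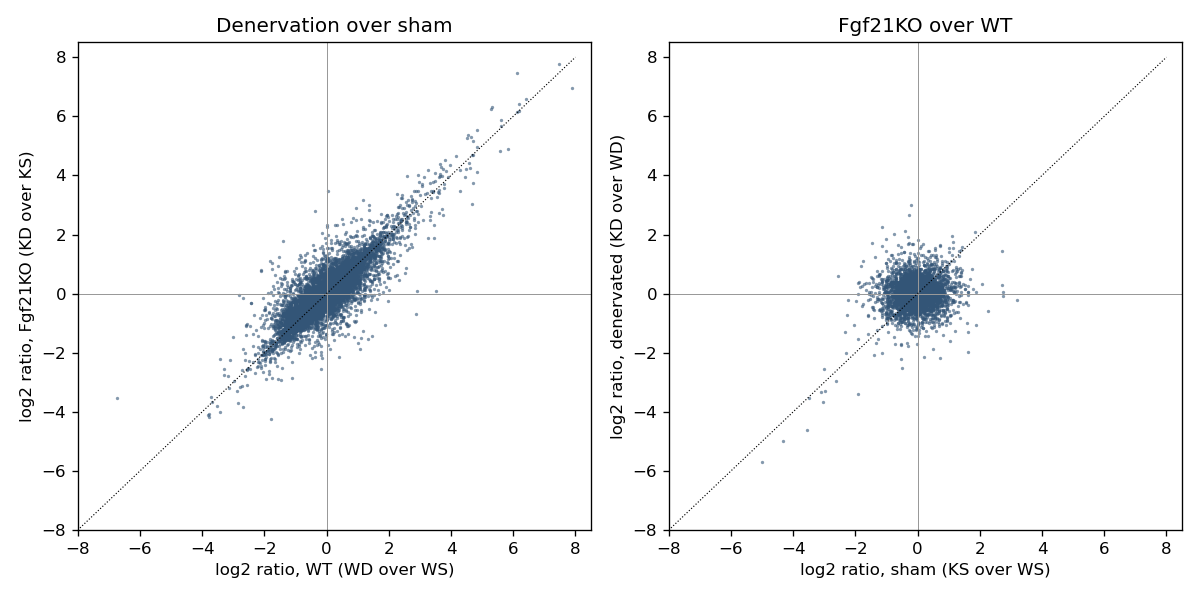
Log2 ratios of the 13084 tested genes. The left panel plots KD over KS (y axis) against WD over WS (x axis), and the right panel plots KD over WD (y axis) against KS over WS (x axis). Each point is 1 gene, dotted lines mark equal ratios, and the points of the left panel lie along that line (Pearson's r across genes 0.85), while those of the right panel mostly lie around 0 (r 0.17). Genes are not independent replicates.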

Denervation and Fgf21 deletion led to distinct gene expression patterns (Fig. S4*A*), with overlapping and unique differentially expressed genes (DEGs) identified across four key comparisons: WT denervated vs. WT sham (WD vs. WS), Fgf21KO denervated vs. Fgf21KO sham (KD vs. KS), WT sham vs. Fgf21KO sham (WS vs. KS), and WT denervated vs. Fgf21KO denervated (WD vs. KD) (Fig. S4, *B* and *C*). KEGG pathway analysis revealed enrichment in Axon guidance, Neurotrophin signaling, Cytokine-receptor interactions, and Calcium signaling pathways (Fig. S4*D*), suggesting a role for FGF21 in neuromuscular signaling. 

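No KEGG database was used here. For each pathway a list of mouse genes was written from the gene families of the KEGG pathway of that name before the data were examined, so its membership is not KEGG's own. The median absolute log2 ratio of a list was compared with 10000 random lists of the same size matched on mean expression, as a description of these libraries. It ignores direction and does not show whether a list rose or fell. The paper's text does not say which comparison's DEGs entered its analysis, so all 4 comparisons are given.

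For Axon guidance, 136 of the 179 symbols listed were tested. Their median absolute log2 ratio was 0.525 in WD vs WS, at the 99.5th percentile of the random lists, and 0.534 in KD vs KS, at the 99.9th. It was 0.204 in KS vs WS, above all or nearly all of the random lists (100.0th percentile), and 0.122 in KD vs WD (88.7th). In WD vs WS, 34 of these genes were DEGs, against a median of 19 in the random lists. Robo2 rose most (3.60, from 17 to 314 counts), followed by Myl12a (2.78). Sema6c (-2.16) and Tiam1 (-2.06) fell most. In Fgf21KO muscle the same genes had log2 ratios of 3.51, 2.73, -2.30 and -1.05.

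For Neurotrophin signaling, 102 of the 121 symbols listed were tested. The median was at the 88.4th percentile in WD vs WS, the 82.6th in KD vs KS, the 45.4th in KS vs WS and the 21.4th in KD vs WD, and no gene of the list was a DEG in either genotype comparison. With a Reactome set of the nearest name in its place, the percentile was 99.4 in WD vs WS, 77.8 in KD vs KS, 43.2 in KS vs WS and 36.0 in KD vs WD. The members that rose most in WD vs WS were Maged1 (2.53) and Camk2d (1.46), and those that fell most were Pik3cd (-1.48) and Rps6ka2 (-1.35).

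For Cytokine-receptor interactions, only 105 of the 263 symbols listed were tested. The result speaks for those members alone, and low coverage was not used to void any pathway list. The percentiles were 99.7 in WD vs WS, 100.0 in KD vs KS, 14.9 in KS vs WS and 100.0 in KD vs WD. Under the Reactome set the first 2 fell to 80.6 and 71.5. Eda2r (3.79) and Tnfrsf12a (2.27) rose most in WD vs WS, and Ackr4 (-2.57, from 29 to 5 counts) and Inhba (-2.12, from 24 to 6 counts) fell most. In KD vs KS, Inhba had a log2 ratio of 0.75, from 14 to 26 counts. No gene of this list was a DEG in KD vs WD.

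For Calcium signaling, only 129 of the 246 symbols listed were tested, with percentiles of 100.0, 100.0, 94.6 and 95.6 in the same order. There were 42 DEGs in WD vs WS, 28 of them lower. Adra1b was at least 67.3-fold higher in WD than in WS, Chrm3 rose by 3.61, and Fgf2 (-1.76) and Agtr1a (-1.61) fell most. In KD vs WD the DEGs of this list were Fgfr2 (1.71, 21 counts in WD and 70 in KD) and Ptafr (-1.97, 56 counts in WD and 12 in KD).

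From the enrichment of these pathways the paper proposes a role for FGF21 in neuromuscular signaling.

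**Figure D2:**
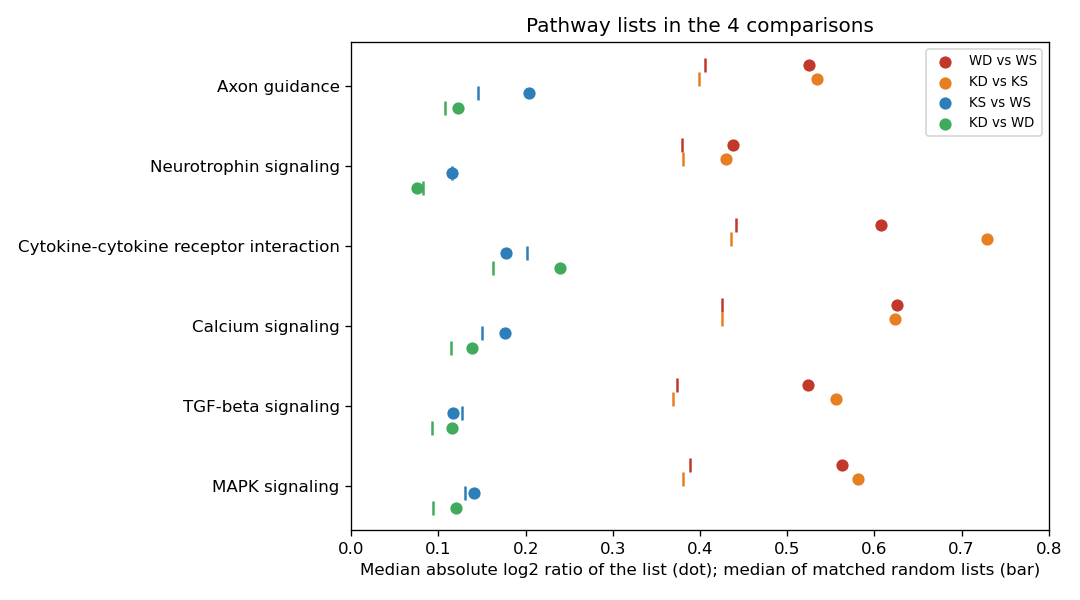
Median absolute log2 ratio (x axis, log2 units) of 6 gene lists (y axis) in WD vs WS, KD vs KS, KS vs WS and KD vs WD. Dots are the lists and vertical bars are the medians of 10000 matched random lists. The values of the denervation comparisons, from 0.43 to 0.729, all lie to the right of those of the genotype comparisons, from 0.075 to 0.239.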

Given the importance of axon guidance in neuromuscular junction (NMJ) maintenance, we assessed NMJ integrity. Denervation impaired NMJ innervation in WT mice, whereas Fgf21KO mice exhibited partial preservation (Fig. 3*A*). NMJ-associated proteins (NF-M and SV2) were reduced post-denervation in both genotypes but were better maintained in Fgf21KO mice (Fig. 3*B*). No differences were observed between genotypes under sham conditions (Fig. 3*B*). *In vitro*, recombinant FGF21 treatment suppressed the expression of NMJ-related genes and reduced postsynaptic AChR intensity along the myotubes (Fig. 3, *C* and *D*). These findings indicate that the muscle atrophy-resisting effect of Fgf21 deficiency is associated with improved NMJ innervation.

**Figure 3:**
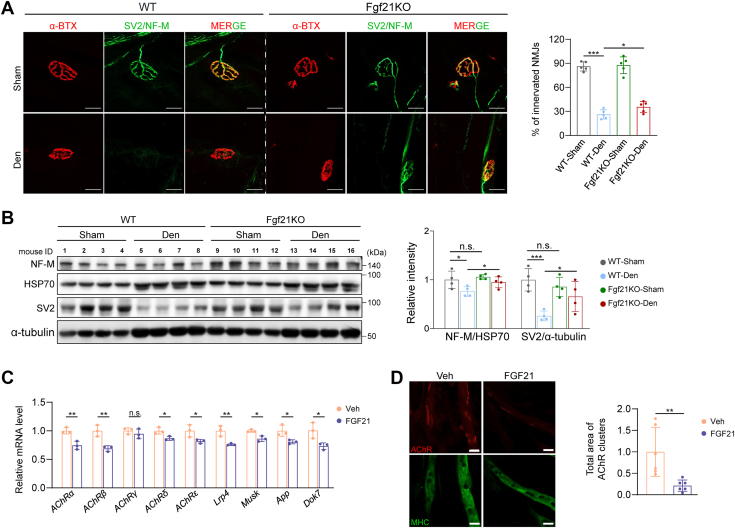
**Fgf21 deficiency improves NMJ innervation.***A*, representative images of neuromuscular junction (NMJ) innervation in the extensor digitorum longus (EDL) muscle of WT and Fgf21KO mice (n = 5). *B*, protein levels of NF-M and SV2 in EDL muscle of WT and Fgf21KO mice (n = 4). *C*, mRNA levels of NMJ-related genes in C2C12 myotubes treated with FGF21 (n = 3). *D*, representative images of AChR intensity in C2C12 myotubes (n = 6). Scale bar, 20 μm. In (*A*, *B*), data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. No significant interaction between genotype and treatment was detected in (*A*) (F(1, 16) = 1.654, *p* = 0.217). In (*B*), different interactions were detected (NF-M: F(1,12) = 0.797, *p* = 0.390; SV-2: F(1,12) = 5.918, *p* = 0.032). In (*C*, *D*), data were analyzed by two-tailed Student’s *t* test. ∗*p* < 0.05; ∗∗*p* < 0.01.

### Fgf21 deficiency resists muscle atrophy *via* HDAC4

Class IIa histone deacetylases (HDACs), particularly HDAC4, are critical regulators of neural activity and muscle responses to denervation. To elucidate the underlying mechanisms of enhanced NMJ maintenance, we examined the relationship between FGF21 and HDAC4. While Hdc4 mRNA levels increased with denervation and were unaffected by Fgf21 loss (Fig. 4*A*), HDAC4 protein levels were higher in Fgf21KO mice post-denervation (Fig. 4*B*). Other Class IIa HDACs were also upregulated by denervation but remained unaffected by Fgf21 deletion (Fig. S5*A*). To assess the functional role of HDAC4, AAV-shRNA targeting Hdac4 was delivered to TA muscles following denervation. Viral transduction was confirmed by GFP fluorescence (Fig. 4*C*), and efficient knockdown of HDAC4 was validated at the protein level (Figs. 4*D* and S5*B*). In non-denervated TA muscles, both Fgf21 deficiency and HDAC4 knockdown decreased fiber size, highlighting their roles under physiological conditions (Fig. S5*C*). Two weeks after denervation, control shRNA-injected WT muscles showed a 50% reduction in CSA compared with sham-operated muscles (Figs. 4*E* and S5*D*). Notably, HDAC4 knockdown in denervated WT muscles mitigated CSA loss, whereas in Fgf21KO mice, HDAC4 knockdown further exacerbated atrophy (Figs. 4*E* and S5*D*), suggesting a context-dependent function of HDAC4. NMJ maintenance was enhanced by either Fgf21 deficiency or HDAC4 knockdown in denervated WT muscles but was abrogated when Hdac4 was silenced in Fgf21-null muscles (Fig. 4*F*). Neither Fgf21 deficiency nor HDAC4 knockdown affected NMJ morphology under sham conditions (Fig. S5*E*).

**Figure 4:**
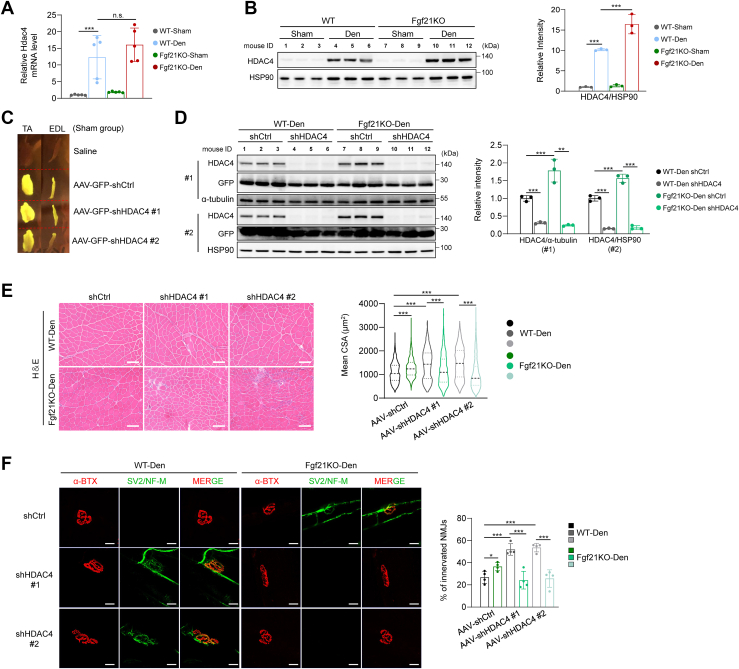
**Fgf21 deficiency resists muscle atrophy *via* HDAC4.***A and B*, mRNA (*A*) and protein (*B*) levels of Hdac4 in TA muscle of WT and Fgf21KO mice (n = 3–5). (*C*) Representative images of AAV-transduced GFP expression in TA and EDL muscles. *D*, protein levels of HDAC4 after knockdown in TA muscle of WT and Fgf21KO mice (n = 3). *E*, representative cross-sectional images of TA muscles from WT and Fgf21KO mice (n = 5). Scale bar, 50 μm. *F*, representative images of NMJ innervation in EDL muscle from WT and Fgf21KO mice (n = 4). Data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. No significant interaction between genotype and treatment was detected in (*A*) (F(1, 16) = 0.599, *p* = 0.450). A significant interaction between genotype and treatment was observed in (*B*) (F(1,8) = 18.359, *p* < 0.003). In (*D*-*F*), significant interactions between genotype and HDAC4 presence were detected (in (*D*), #1: F(1,8) = 19.462, *p* = 0.002; #2: F(1,8) = 37.962, *p* < 0.001; in (*E*), #1: F(1,4772) = 164.379, *p* < 0.001; #2: F(1,5662) = 450.588, *p* < 0.001; in (*F*), #1: F(1,12) = 41.400, *p* < 0.001; #2: F(1,12) = 46.698, *p* < 0.001). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

We then investigated the post-translational regulation of HDAC4, focusing on its phosphorylation-dependent subcellular localization. Denervation increased both cytoplasmic and nuclear HDAC4 levels in WT muscles, whereas Fgf21 deficiency further elevated cytoplasmic HDAC4 levels without affecting nuclear levels (Fig. 5*A*). Corresponding increases in HDAC4 phosphorylation at the two serine sites were observed (Fig. 5*B*). AMPK, a known HDAC4 kinase, showed increased phosphorylation following denervation and was further activated in Fgf21KO muscles (Fig. 5*C*), suggesting AMPK-mediated HDAC4 regulation upon Fgf21 deletion (Fig. 5*D*). In C2C12 cells, AMPK activation by AICAR (5-Aminoimidazole-4-carboxamide ribonucleoside) promoted cytoplasmic HDAC4 localization, which was reversed by FGF21 addition, shifting HDAC4 to the nucleus (Fig. 5, *E* and *F*). FGF21 also suppressed AICAR-induced phosphorylation of AMPK and HDAC4 (Fig. 5*G*). *In vivo*, AAV-mediated FGF21 overexpression reduced cytoplasmic HDAC4 levels without altering nuclear levels (Fig. 5, *H* and *I*), confirming the regulation of FGF21 on AMPK-mediated HDAC4 localization. These data suggest that AMPK-mediated cytoplasmic retention of HDAC4 contributes to the muscle-sparing effects in Fgf21-deficient muscles.

**Figure 5:**
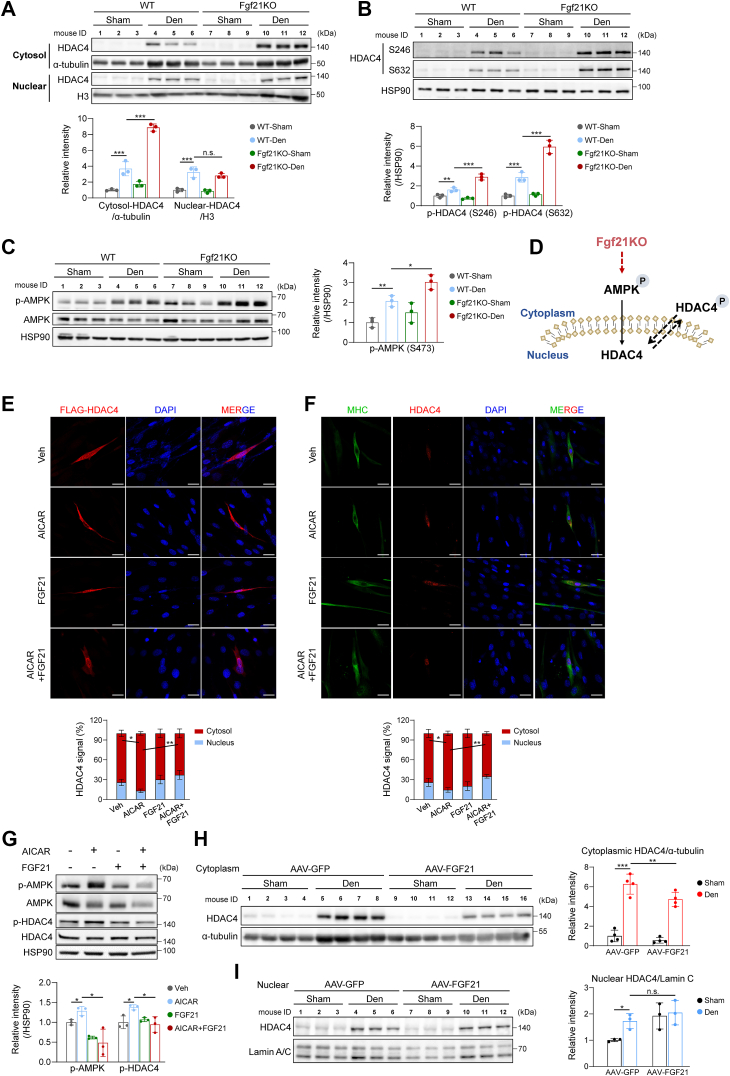
**FGF21 regulates HDAC4 localization *via* AMPK.***A*, protein levels of subcellular HDAC4 in TA muscle of WT and Fgf21KO mice (n = 3). *B* and *C*, protein levels of HDAC4 and AMPK in TA muscle of WT and Fgf21KO mice (n = 3). *D*, proposed regulatory model of FGF21 on HDAC4. *E* and *F*, C2C12 cells were pretreated with 0.5 mM AICAR for 1 h followed by the addition of 1 μg/ml of recombinant human FGF21 protein for 6 h. Representative images of FLAG-HDAC4 and endogenous HDAC4 localization (*red*). Nuclei are shown in *blue* (DAPI) (n = 3). Scale bars, 20 μm. *G*, C2C12 cells were pretreated with 0.5 mM AICAR for 30 min followed by FGF21 protein treatment for 30 min. Protein levels of AMPK and HDAC4 in C2C12 myotubes treated with FGF21 and AICAR (n = 3). *H* and *I*, protein levels of subcellular HDAC4 in TA muscles injected with AAV-GFP or AAV-FGF21 (n = 3 or 4). In (*A*-*C*) and (*H*,*I*), data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. In (*A*-*C*), different interactions between genotype and treatment were detected (in (*A*), Cytosol HDAC4: F(1,8) = 52.009, *p* < 0.001; Nuclear HDAC4: F(1,8) = 0.424, *p* = 0.533; in (*B*), HDAC4 S246: F(1,8) = 41.806, *p* < 0.001; HDAC4 S632: F(1,8) = 34.802, *p* < 0.001; in (*C*), F(1,8) = 1.204, *p* = 0.304). In (*E*-*G*), data were analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test. No significant interactions between genotype and virus treatment were detected in (*H*, *I*) (Cytosol HDAC4: F(1,12) = 2.467, *p* = 0.142; Nuclear HDAC4: F(1,8) = 1.997, *p* = 0.195). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

### TGFB1 promotes myotube atrophy *via* FGF21-mediated NMJ damage

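Lists written for TGF-beta signaling and MAPK signaling were examined in the same libraries. For TGF-beta signaling, 82 of the 107 symbols listed were tested. Their median absolute log2 ratio was 0.524 in WD vs WS, at the 99.5th percentile of matched random lists, and 0.556 in KD vs KS, at the 99.9th. In each comparison 15 were DEGs, against a median of 10 in the random lists. The Reactome set for the TGF-beta receptor complex was at the 16.7th and 40.8th percentiles. These medians ignore direction. With signs kept, the median of the hand-written list was 0.03 in WD vs WS and -0.01 in KD vs KS, at percentiles 57.1 and 40.6. The list as a whole therefore showed no net rise. For MAPK signaling, 218 of the 293 symbols listed were tested. The median absolute log2 ratio was at the 100.0th percentile in both comparisons, and the medians with signs kept were -0.12 and -0.14. There were 59 DEGs in WD vs WS (21 higher, 38 lower) and 50 in KD vs KS (25 higher, 25 lower). The random lists had medians of 29 and 26. In the genotype comparisons, TGF-beta signaling was at the 24.6th percentile in KS vs WS and the 95.9th in KD vs WD, and MAPK signaling at the 84.8th and 99.8th, with no TGF-beta DEG in either and 1 MAPK DEG in KD vs WD.

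Tgfb1 rose from 191 to 1014 counts in WT muscle, a log2 ratio of 1.91 (interval 1.69 to 2.14), and from 190 to 821 counts in Fgf21KO muscle, a log2 ratio of 2.04 (1.81 to 2.27). In GENCODE M21, which uses GRCm38, the gene lies on chromosome 7 from 25687002 to 25705077. Fst (3.75) and Id2 (3.41) rose most among the TGF-beta members in WD vs WS, and Inhba and Acvr2b (-1.65) were the lowest. Gadd45a (4.66, from 648 to 23083 counts) and Dusp4 (3.97) rose most among the MAPK members, and Gadd45b (-2.55) and Arrb1 (-2.20) fell most. Jun rose by 1.41 in WT and by 1.28 in Fgf21KO muscle. Fos had a log2 ratio of 0.98 in WT and 0.02 in Fgf21KO muscle, a difference that was not tested. Smad3 rose by 0.30 and 0.40. Ccn2 (Ctgf in the paper) had log2 ratios of -0.24 and -0.60, and with total counts only 0.04 and -0.25. Mapk9 fell by 0.89 and 0.84.

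**Figure D3:**
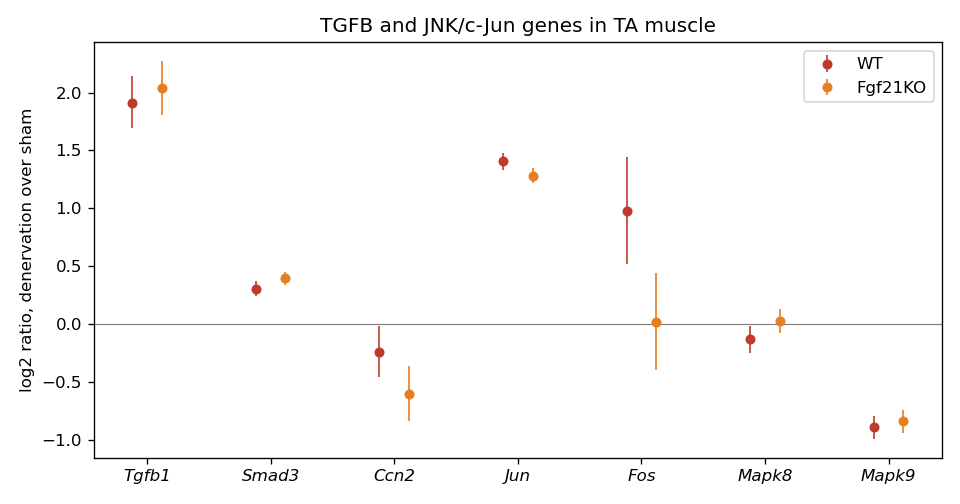
Log2 ratio of denervation over sham (y axis) for TGFB and JNK/c-Jun genes (x axis) in WT (WD over WS) and Fgf21KO (KD over KS) TA muscle. Points are ratios between 2 pooled libraries and bars are 95% intervals from counting error alone. Tgfb1 and Jun lie above 1 in both genotypes, and Ccn2 and Mapk9 lie below 0 in both.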

To explore how Fgf21 is regulated during denervation-induced muscle atrophy, RNA-seq analysis of denervated TA muscles revealed enrichment of TGFB and MAPK pathways (Fig. S4*D*), implicating TGFB signaling in Fgf21 induction. Denervation significantly increased TGFB1 protein levels in TA muscle (Figs. 6*A* and S6*A*) and upregulated Tgfb1 mRNA levels specifically in skeletal muscles (Fig. 6*B*), without affecting plasma TGFB1 levels (Fig. S6*A*). In C2C12 myotubes, TGFB1 treatment elevated Fgf21 expression at both mRNA and protein levels (Fig. 6*C*), as well as its secretion (Fig. S6*B*). TGFB1 induced muscle atrophy, as evidenced by decreased myotube diameter, reduced MHC protein level, and increased Atrogin1 and MuRF1 expression (Fig. S6, *C* and *D*). FGF21 treatment also promoted muscle atrophy in C2C12 myotubes (Fig. S6, *E* and *F*), suggesting that TGFB1 drives FGF21-dependent muscle atrophy.

**Figure 6:**
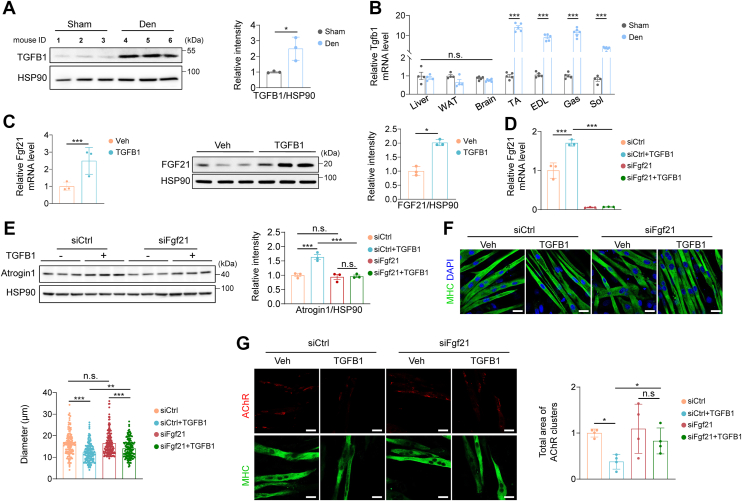
**TGFB1 promotes myotube atrophy *via* FGF21-mediated NMJ damage.***A*, protein levels of TGFB1 in TA muscle (n = 3). *B*, mRNA levels of Tgfb1 in different tissues (n = 4–6). *C*, mRNA and protein levels of Fgf21 in C2C12 myotubes treated with TGFB1 (n = 3). *D*, mRNA levels of Fgf21 in C2C12 myotubes treated with siFgf21 and TGFB1 (n = 3). *E*, protein levels of Atrogin1 in C2C12 myotubes treated with siFgf21 and TGFB1 (n = 3). *F*, representative images of C2C12 myotubes treated with siFgf21 and TGFB1 (n = 3). Scale bar, 20 μm. *G*, representative images of AChR intensity treated with siFgf21 and TGFB1 (n = 4). Scale bar, 20 μm. In (*A*-*C*), data were analyzed by two-tailed Student’s *t* test. In (*D*-*G*), data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. Significant interactions between Fgf21 presence and compound treatment were detected (in (*D*), F(1,8) = 32.097, *p* < 0.001; in (*E*), F(1,8) = 19.036, *p* = 0.002; in (*F*), F(1,621) = 4.500, *p* = 0.034; in (*G*): F(1,12) = 1.551, *p* = 0.237). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

To test our hypothesis, Fgf21 was silenced in C2C12 cells before TGFB1 treatment. Knockdown of Fgf21 suppressed both basal and TGFB1-induced Fgf21 expression (Fig. 6*D*), attenuated Atrogin1 induction, and restored myotube diameter (Fig. 6, *E* and *F*). Notably, Fgf21 silencing had no effect under basal conditions, indicating that its role is specific to stress-induced atrophy (Fig. 6, *E* and *F*). Furthermore, TGFB1-induced Fgf21 expression occurred only in differentiated myotubes, but not in myoblasts (Fig. S6*G*), suggesting fiber-specific regulation.

We also investigated whether TGFB1 induces NMJ damage through FGF21. TGFB1 treatment reduced NMJ-related gene expression and AChR intensity (Fig. S6, *H* and *I*), whereas Fgf21 silencing partially rescued AChR loss (Fig. 6*G*). These findings identify FGF21 as a key downstream effector of TGFB1 in promoting both muscle fiber atrophy and NMJ deterioration.

### TGFB1 regulates Fgf21 expression through non-canonical JNK/c-Jun axis

To elucidate how TGFB1 induces Fgf21 expression during muscle atrophy, we examined the canonical and non-canonical TGFB signaling pathways (Fig. S7*A*). In C2C12 myotubes, TGFB1 elevated the expression of Smad target genes, which were suppressed by TGFB type I receptor inhibitor SB525334 and partially by Smad3 inhibitor SIS3 or by Smad3 knockdown (Fig. S7, *B*–*D*). However, Fgf21 induction was only partially inhibited by SB525334 and was unaffected by SIS3 or Smad3 knockdown (Fig. S7, *B*–*D*), suggesting Smad-independent regulation of Fgf21 expression. We then investigated the non-canonical pathways (Fig. S7, *E*–*H*). TGFB1 enhanced JNK activation, as shown by increased c-Jun phosphorylation, which was blocked by both SB525334 and JNK inhibitor SP600125 (Fig. 7*A*). These inhibitors also suppressed TGFB1-induced c-Jun, c-Fos, and Fgf21 expression (Fig. 7*B*). Activating JNK with Anisomycin increased JNK/c-Jun phosphorylation and Fgf21 expression, which were reversed by SP600125 (Fig. 7, *C* and *D*). *In vivo*, denervation elevated JNK and c-Jun protein levels in TA muscle (Fig. S7*I*). Moreover, JNK inhibition attenuated TGFB1-induced Atrogin1 expression and restored myotube diameter (Fig. 7, *E* and *F*). These findings demonstrate that TGFB1 regulates Fgf21 expression through the non-canonical JNK/c-Jun axis, rather than the canonical Smad pathway, to promote muscle atrophy.

**Figure 7:**
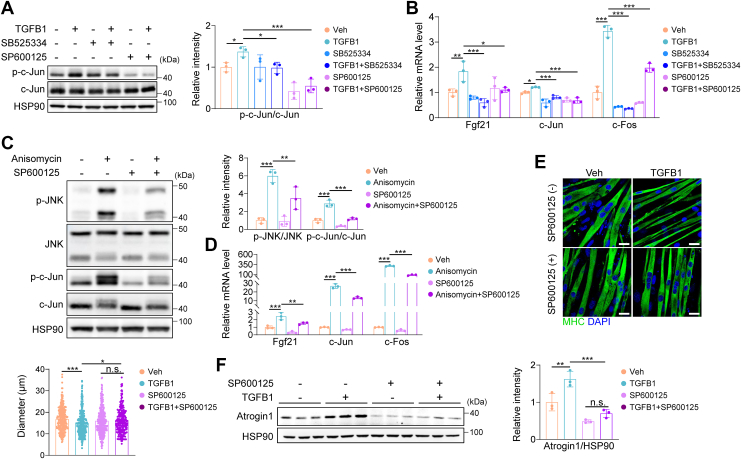
**TGFB1 regulates Fgf21 expression through non-canonical JNK/c-Jun axis.***A and B*, C2C12 cells were pretreated with 5 μM SB525334 or 10 μM SP600125 for 1 h, followed by treatment with 5 ng/ml TGFB1 for either 1 h (for Western blot) or 4 h (for qPCR). Protein levels of c-Jun and the mRNA levels of Fgf21, c-Jun, and c-Fos in C2C12 myotubes are shown (n = 3). *C and D*, C2C12 cells were pretreated with 10 μM SP600125 for 1 h followed by 5 μM Anisomycin treatment for either 30 min (for Western blot) or 1 h (for qPCR). Protein levels of JNK and c-Jun and mRNA levels of Fgf21, c-Jun, and c-Fos in C2C12 myotubes are shown (n = 3). (*E*,*F*) C2C12 cells were pretreated with 500 nM SP600125 for 1 h, followed by 5 ng/ml TGFB1 for 24 h. *E*, representative images of C2C12 myotubes treated with SP600125 and TGFB1 (n = 3). Scale bar, 20 μm. *F*, protein levels of Atrogin1 in C2C12 myotubes treated with SP600125 and TGFB1 (n = 3). Data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. Different interactions between compound and inhibitors treatment were detected (in (*A*), F(1,12) = 1.786, *p* = 0.209; in (*B*), Fgf21: F(1,12) = 6.576, *p* = 0.012; c-Jun: F(1,12) = 3.414, *p* = 0.067; c-Fos: F(1,12) = 95.109, *p* < 0.001; in (*C*), JNK ratio: F(1,8) = 6.756, *p* = 0.032; c-Jun ratio: F(1,8) = 15.172, *p* = 0.005; in (*D*), Fgf21: F(1,8) = 0.635, *p* = 0.449; c-Jun: F(1,8) = 63.009, *p* < 0.001; c-Fos: F(1,8) = 386.663, *p* < 0.001; in (*E*), F(1,1235) = 8.668, *p* = 0.003; in (*F*), F(1,8) = 4.429, *p* = 0.068). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

### Denervation-activated FAPs secrete TGFB1 to promote muscle atrophy *via* FGF21

To identify the source of denervation-upregulated TGFB1, we focused on fibro-adipogenic progenitors (FAPs), which are known to secrete Activin A (a member belonging to the TGFB superfamily) to promote muscle atrophy. FAPs were isolated from denervated (Den-FAPs) and sham-operated muscles (Sham-FAPs) using MACS (Figs. 8*A* and S8*A*). The number of FAPs was increased in denervated muscles compared to sham muscles (Fig. S8*B*). Den-FAPs exhibited significantly higher Tgfb1 expression at both mRNA and protein levels (Figs. 8*B* and S8*C*), and Den-FAPs-derived conditioned medium (Den-CM) contained higher TGFB1 levels than Sham-CM (Fig. 8*C*). Treatment of C2C12 myotubes with Den-CM reduced myotube diameter and increased Atrogin1 levels (Fig. S8, *D* and *E*), the effects that were reversed by TGFB signaling inhibitor SB525334 (Fig. 8, *D* and *E*). These data indicate that TGFB1 released from FAPs contributes to muscle atrophy.

**Figure 8:**
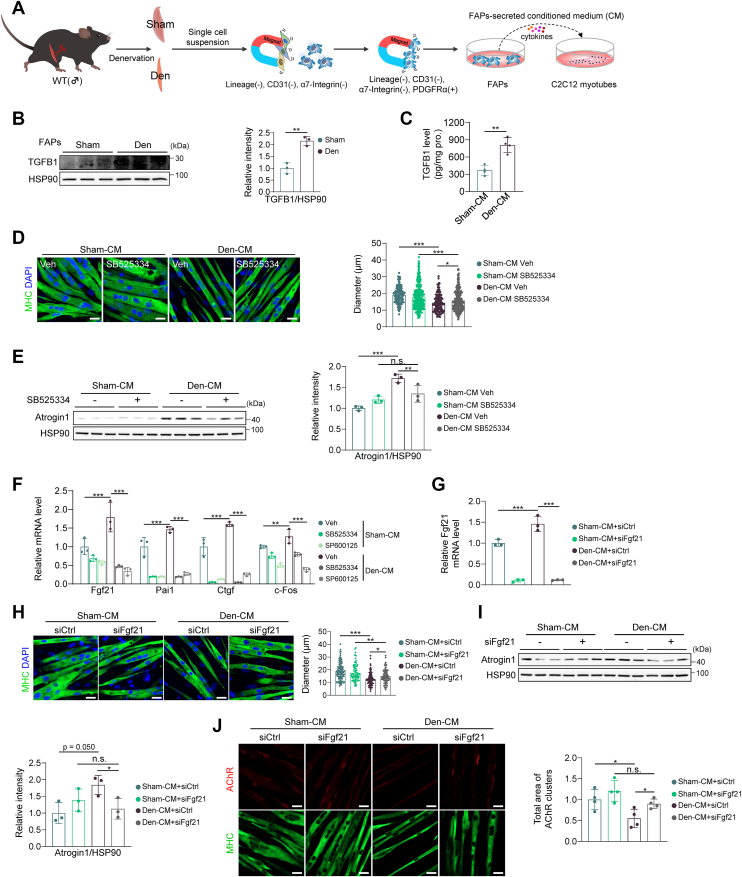
**Denervation-activated FAPs secrete TGFB1 to promote muscle atrophy *via* FGF21.***A*, schematic diagram of FAPs isolation and conditioned medium (CM) collection. *B*, protein levels of TGFB1 in FAPs (n = 3). *C*, protein levels of TGFB1 in CM were detected by ELISA (n = 4). *D and E*, C2C12 cells were pretreated with 5 μM SB525334 for 1 h followed by conditioned medium (CM) treatment for 24 h. *D*, representative images of C2C12 myotubes treated with CM and SB525334 (n = 3). Scale bar, 20 μm. *E*, protein levels of Atrogin1 in C2C12 myotubes treated with CM and TGFB1 (n = 3). (*F*) C2C12 cells were pretreated with 5 μM SB525334 or 10 μM SP600125 for 1 h followed by CM treatment for 4 h mRNA levels of Fgf21, Pai1, c-Jun, and c-Fos in C2C12 myotubes are shown (n = 3). *G*, mRNA levels of Fgf21 in C2C12 myotubes treated with CM and siFgf21 (n = 3). *H*, representative images of C2C12 myotubes treated with CM and siFgf21 (n = 3). Scale bar, 20 μm. *I*, protein levels of Atrogin1 in C2C12 myotubes treated with CM and siFgf21 (n = 3). *J*, representative images of AChR intensity in C2C12 myotubes treated with CM and siFgf21 (n = 4). Scale bar, 20 μm. In (*B*, *C*), data were analyzed by two-tailed Student’s *t* test. In (*D*-*J*), data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. In (*D*-*F*), different interactions between conditioned medium and inhibitor treatment were detected (in (*D*), F(1,813) = 6.915, *p* = 0.009; in (*E*), F(1,8) = 15.919, *p* = 0.004; in (*F*), Fgf21: F(1,12) = 13.840, *p* < 0.001; Pai1: F(1,12) = 7.787, *p* = 0.007; Ctgf: F(1,12) = 14.062, *p* < 0.001; c-Fos: F(1,12) = 6.495, *p* = 0.012). In (*G*-*J*), different interactions between conditioned medium and Fgf21 presence were detected (in (*G*), F(1,8) = 14.386, *p* = 0.005; in (*H*), F(1,387) = 7.911, *p* = 0.005; in (*I*), F(1,8) = 5.657, *p* = 0.045; in (*J*), F(1,12) = 0.459, *p* = 0.511). ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

Treatment of C2C12 myotubes with Den-CM increased the expression of TGFB target genes and Fgf21, all of which were suppressed by SB525334 and SP600125 (Fig. 8*F*). Silencing Fgf21 mitigated Den-CM-induced myotube atrophy and reduced Atrogin1 levels (Fig. 8, *G*–*I*). Den-CM treatment also reduced AChR intensity in C2C12 myotubes compared to that in Sham-CM group (Fig. S8*F*). Silencing Fgf21 restored AChR intensity (Fig. 8*J*), indicating that TGFB1 released by Den-FAPs promotes muscle atrophy through FGF21-mediated NMJ damage. These data demonstrate that FAPs are activated upon denervation to release TGFB1, which induces FGF21 expression in myofibers, leading to muscle atrophy.

## Discussion

Since its discovery in 2000 (13), FGF21 has been recognized as a stress-induced hormone and a therapeutic target for obesity and related metabolic syndromes (5, 6, 7). Notably, muscle-targeted AAV1-FGF21 gene therapy reverses metabolic dysfunction-associated steatohepatitis (MASH) progression in mice (14), but its role in muscle remains incompletely understood.

While FGF21 promotes myogenesis (15), mitochondrial function (16), and protects against inflammation-mediated muscle atrophy in murine myotubes (17), other studies have reported its induction of atrophy *via* mitophagy or HPA axis activation (9, 12), highlighting that the effects of FGF21 on skeletal muscle are highly context-dependent and may vary across physiological and pathological conditions.

In this study, we identified FGF21 as a key mediator of neurogenic atrophy. We found that Fgf21 expression is inversely correlated with muscle mass and function following denervation. Genetic ablation of Fgf21 significantly alleviates muscle atrophy following denervation by promoting cytoplasmic accumulation of HDAC4, which enhances NMJ maintenance, thereby contributing to muscle homeostasis. Mechanistically, Fgf21 induction in response to denervation is driven by TGFB1-mediated JNK/c-Jun signaling, originating from muscle-resident FAPs. The autocrine/paracrine action of FGF21 within skeletal muscle, as observed in our model, likely reflects the local metabolic adaptation to sciatic nerve transection, which predominantly affects innervated limb muscles. Given that skeletal muscle is rich in structural proteins and glycogen, FGF21-induced autophagy may help mobilize internal energy stores to sustain muscle viability during atrophy, without requiring systemic metabolic input.

The NMJ, a specialized synapse that transmits action potentials from motor neurons to muscle fibers, comprises three key components: the pre-synaptic motor nerve terminal, synaptic basal lamina, and post-synaptic muscle membrane (18). While FGF21 has been implicated in central nervous system functions such as memory regulation (19), and dietary preference (20), its role in the peripheral nervous system remains controversial. Some studies suggest that FGF21 promotes peripheral nerve regeneration following injury (21), whereas others report that it inhibits myelin development in Schwann cells (22).

In our study, pharmacological administration of recombinant FGF21 suppressed AChR expression in muscle cells, contributing to NMJ disruption and muscle atrophy. These findings suggest that FGF21 may exert divergent effects depending on the cellular differentiation state, with distinct functions in proliferative *versus* terminally differentiated muscle cells—a hypothesis that warrants further investigation. Notably, the protective effect of Fgf21 ablation on muscle wasting appears to be mediated by AMPK. Our observation that AMPK activation improves NMJ integrity is consistent with recent reports implicating AMPK as a central mediator of motoneuron and NMJ maintenance. Genetic, pharmacological, or physiological activation of AMPK has been shown to promote beneficial remodeling in various neuromuscular disorders (NMDs) (23).

The FGF21/AMPK axis mediates its effects partly by stimulating HDAC4 phosphorylation, a Class IIa histone deacetylase, resulting in its cytoplasmic retention. While HDAC4 regulates muscle development, differentiation, and fiber-specific transcriptional programs (24), the functional implications of its subcellular localization in skeletal muscle atrophy remain controversial, likely due to differences in the atrophic context, as distinct upstream signals and effector pathways may be involved in different muscle atrophy models. Nuclear HDAC4 represses MEF2-dependent transcription (25), whereas cytoplasmic HDAC4 may influence muscle homeostasis through non-transcriptional mechanisms (26, 27). Based on the current literature, we speculate that HDAC4 function in muscle atrophy may depend on the subcellular localization of its targets, thereby affecting muscle homeostasis in a localization-dependent manner. For example, Luo *et al.* (27). identified cytoplasmic substrates of HDAC4, including MyHC (myosin heavy chain) and Hsc70 (heat shock cognate 71 kDa protein). HDAC4 deacetylates MyHC isoforms, which are the primary components of the thick filaments in the contractile sarcomeres. MyHC isoforms are constitutively acetylated; deacetylation by HDAC4 allows MuRF1 to ubiquitinate MyHC proteins for degradation. This mechanism is consistent with the finding that class IIa HDAC inhibition blocks MuRF1 activity. HDAC4 inhibition increased cellular MyHC content and blocked dexamethasone (DEX)- and denervation-induced protein loss in cells and mice. Moreover, deacetylation of Hsc70 on K128 by HDAC4 enabled Hsc70’s interaction with the glucocorticoid receptor (GR), thereby allowing GR ligand (DEX) binding to promote atrophy. Class IIa HDAC inhibition prevents DEX-induced atrophy. Another study by Renzini *et al.* (26). demonstrated that cytoplasmic HDAC4 plays a protective role in dystrophic muscle by promoting muscle repair, likely by stabilizing Trim72 mRNA. Trim72 deletion in skeletal muscles worsens the pathological features of Duchenne muscular dystrophy (DMD), leading to greater muscle fragility and degeneration over time. The worse phenotype is fully rescued by restoring cytoplasmic levels of HDAC4, both *in vitro* and *in vivo*. These findings suggest that, in the context of muscular dystrophy, enhancing—rather than inhibiting—the cytoplasmic functions of HDAC4 may be beneficial. Therefore, the function of cytoplasmic HDAC4 may depend on the nature of its cytoplasmic substrate. In different muscle atrophy models, cytoplasmic HDAC4 may influence muscle homeostasis by targeting distinct sets of substrates. Nuclear HDAC4 has been reported to induce muscle atrophy in various models of neural injury and disuse, including denervation (28, 29, 30), spinal muscular atrophy (SMA) (31), and immobilization (32, 33) through shared and unique mechanisms. Nuclear accumulation of HDAC4 leads to the upregulation of Myogenin and MyoD expression in SMA (31), denervated (30) and immobilized muscles (32, 33), which are myogenic differentiation factors that activate atrogin-1- and MuRF1-induced protein degradation. In addition to this well-established HDAC4 4/Myogenin positive feedback loop, an additional action mode of HDAC4 is involved in denervation-induced muscle atrophy. Liu *et al.* (29) demonstrated that ALKBH5-mediated m^6^A demethylation stabilizes and increases HDAC4 expression in denervated muscles. HDAC4 interacts with FoxO3 and inhibits its degradation in a deacetylation-dependent manner, ultimately leading to an increase in FoxO3 protein levels and pro-atrophic transcriptional activities. Targeting ALKBH5 reduces HDAC4 levels, which in turn suppresses FoxO3 signaling activation and prevents denervation-induced muscle atrophy. In our ongoing work, we aim to identify the potential substrates of HDAC4 in our muscle atrophy model. Our additional data show that cytoplasmic accumulation of HDAC4 reduces the expression of ER stress markers. Notably, a previous study has reported that cytoplasmic HDAC4 binds to ATF4 and retains it in the cytoplasm of muscle cells, thereby preventing its nuclear translocation and subsequent induction of ER stress and apoptosis (34). These findings suggest that ATF4 is a likely substrate of HDAC4 in our model. This is consistent with our hypothesis that the subcellular localization of HDAC4 substrates underlies the compartment-specific effects of HDAC4 in muscle atrophy. In our study, knockdown of cytoplasmic HDAC4 in Fgf21-deficient mice abolished the protection against denervation-induced muscle atrophy, indicating that cytoplasmic HDAC4 is a key mediator of the beneficial effects associated with Fgf21 deficiency. Given HDAC4’s enzymatic nature, it may interact with cytoplasmic substrates to facilitate NMJ maintenance, which warrants further investigation.

TGFB1 exerts diverse effects *via* TGFB receptors and downstream transcription factors or kinases. Although TGFB1 is known to promote denervation-induced muscle atrophy (35), its interaction with FGF21 has not been studied. Here, we showed that Tgfb1 expression increases specifically in denervated muscle, alongside Fgf21, suggesting that TGFB1 locally induces FGF21 and initiates downstream events. We further demonstrated that TGFB1 activates JNK/c-Jun signaling in mature myotubes to induce FGF21, contributing to NMJ instability and muscle atrophy. Elevated TGFB signaling in ALS models (36), along with FGF21's detrimental effects on NMJs, suggests that the TGFB1/FGF21 axis may underlie neuromuscular degeneration—a hypothesis for future study. As a secreted cytokine, TGFB1 likely originates from intramuscular cells that are activated by denervation. Madaro *et al.* showed that FAPs from denervated—but not injured—muscles promote muscle atrophy (37), and Kajabadi *et al.* reported that cachexia-associated FAPs secrete Activin-A, a TGFB superfamily member, to drive atrophy (38). Based on these findings, we speculated that denervated FAPs might secrete TGFB1 to induce FGF21 and drive muscle atrophy. Supporting this, TGFB1 expression was markedly higher in denervated than in non-denervated FAPs and correlated with their atrophy-inducing ability. Moreover, the FAP marker PDGFRα is upregulated with TGFB1 in ALS muscle, suggesting that FAP-derived TGFB signaling is a promising therapeutic target for muscle atrophy in denervation and ALS contexts.

In summary, we provide the first direct evidence that FGF21 is a critical regulator of neurogenic skeletal muscle atrophy. Through both gain- and loss-of-function approaches, we revealed a novel role for FGF21 in controlling skeletal muscle homeostasis by modulating NMJ innervation. These findings enhance our understanding of muscle homeostasis and highlight the need for cautious evaluation of FGF21 agonists due to potential tissue-specific adverse effects.

## Experimental procedures

### Animals

All mice used in our experiments were housed in pathogen-free conditions under a standard 12:12-h light/dark cycle, with ad libitum access to a standard chow diet (Labo MR Stock, Nosan Corporation Bio-Department) and water. Wilde-type C57BL/6J (WT), mdx (C57BL/10ScSn-Dmdmdx/J) and control mice (C57BL/10ScSn) were purchased from Crea-Japan Inc. Aged (24 months old) and young mice (3 months old) were generously provided by Dr Ishigami (Tokyo Metropolitan Institute for Geriatrics and Gerontology, Japan). Fgf21 global knockout (Fgf21KO) mice were kindly provided by Dr Nobuyuki Itoh (Kyoto University, Japan). The genotypes of the mice were determined as previously described (39).

### Animal models of muscle atrophy

Several muscle atrophy models were employed, including starvation, denervation, muscular dystrophy, and aging. Mice were randomly assigned to experimental groups at the time of surgery/experiment, ensuring that group allocation was unbiased with respect to body weight, age, and other characteristics. In the starvation experiments, animals were deprived of food for 24 or 48 h before being sacrificed. For denervation, one limb of the mouse was shaved and sterilized, the sciatic nerve was exposed, and a 5 to 10 mm segment was excised. The incision was then sutured using an 8-0 sterile silk suture. The contralateral limb, which was subjected to the same operation without sciatic nerve transection, served as the sham group. Different denervation strategies were selected based on the experimental objectives. For general biological experiments (*e.g.*, gene expression, protein expression, and histological analysis) and *in vivo* HDAC4 knockdown studies, unilateral sham surgery and contralateral denervation were performed on the same mice. For grip strength tests and evaluation of Fgf21 expression across different tissues, both limbs of a mouse were either sham-operated or denervated separately. In experiments involving *in vivo* FGF21 overexpression or ELISA assays of plasma, one limb of a mouse was either sham-operated or denervated, respectively. Mice were sacrificed at 3-, 7-, 14-, or 31-days post-surgery. The muscular dystrophy and aging models directly utilized mdx mice and aged mice, respectively. Muscles collected at the specified times were either prepared for histological analysis or frozen in liquid nitrogen and stored at −80 °C for future use. Although analyses were not performed under blinded conditions due to practical constraints (*e.g.*, single-operator procedures), objective criteria and automated image quantification were applied to minimize bias.

### AAV constructs, production, and purification

The AAV2/8-TBG-GFP expression plasmid, p5E18-VD2/8 helper plasmid, and pXX6-80 capsid plasmid were generously provided by Dr Itoh (40). AAV serotype 8 is known for its tropism for skeletal muscle cells (41). To drive *in vivo* muscle-specific gene expression, the 1350 base pair region of the pBS MCK promoter (Addgene, #12528), which has been shown to efficiently and specifically drive gene expression in skeletal muscle (42), was amplified and used to replace the TBG promoter of AAV2/8-TBG-GFP using PacI/EcoRI restriction enzyme sites, resulting in the AAV2/8-MCK-GFP plasmid. To achieve *in vivo* gene knockdown, the GFP-U6 expression cassettes were excised from the AAV2/1-GFP-U6 plasmid, a gift from Dr Eguchi (43), and used to replace the TBG promoter and GFP of AAV2/8-TBG-GFP using PacI/HindIII restriction enzyme sites, to generate the AAV2/8-GFP-U6 plasmid. To overexpress FGF21, the coding sequence for mouse Fgf21 was inserted to replace the Gfp sequence in AAV2/8-MCK-GFP, with AAV2/8-MCK-GFP serving as a control virus. To reduce HDAC4 expression, two shRNA sequences targeting mouse Hdac4 (44, 45) or a non-targeting control sequence (46) were inserted into the AAV2/8-GFP-U6 plasmid (resulting in AAV2/8-GFP-shHDAC4 and AAV2/8-GFP-shCtrl, respectively). These constructs were placed under the control of the U6 promoter, with GFP serving as a reporter to monitor shRNA delivery efficiency. AAV vectors used for overexpression or knockdown experiments were packaged by triple transfection of expression plasmids, helper plasmids, and capsid plasmids into HEK293T cells, followed by purification *via* CsCl density gradient ultracentrifugation (47). Viral titers were determined using TaqMan real-time quantitative PCR. The shRNA sequences are shown in Table S1.

### AAV injections in skeletal muscles

For overexpression experiments, 5-week-old male C57BL/6J mice were intramuscularly injected with 2.5 × 10^10^ viral genomes (vg) of either AAV2/8-MCK-GFP or AAV2/8-MCK-mFGF21 vectors into the tibialis anterior (TA) muscles. For knockdown experiments, 5-week-old male C57BL/6J mice were intramuscularly injected with 1 × 10^11^ vg of either AAV2/8-GFP-shCtrl or AAV2/8-GFP-shHDAC4 vectors into TA muscles. Four weeks post-injection, denervation surgery was performed as previously described.

### Histological analysis

TA muscle samples were snap-frozen in liquid nitrogen-precooled isopentane, embedded in Tissue-Tek O.C.T. compound (Sakura Finetek), and sectioned into 10 μm cryosections. For Hematoxylin and Eosin (H&E) staining, cryosections were air-dried, fixed in 4% paraformaldehyde, washed in PBS, and stained with hematoxylin and eosin following standard protocols. The cross-sectional area was measured using Fiji software, as described in a published protocol (48).

### Grip strength

A grip strength meter (Muromachi, MK-380V) was used to measure grip strength. The mice were allowed to grasp the metal grid of the device with all four paws and were gently pulled backward by their tails in a straight line until the grip was broken and the peak force measurement was recorded. Each mouse was tested five times with 30-s intervals between tests. The highest and lowest values were excluded, and the remaining three force measurements were averaged and normalized to body weight.

### Subcellular fractionation

Nuclear protein extraction from tissues was performed according to a previously published protocol (49). Briefly, 50 mg of TA muscle was homogenized in STM buffer (250 mM sucrose, 50 mM Tris–HCl pH 7.4, 5 mM MgCl2), and the supernatant was precipitated using four times the volume of pre-chilled acetone. After acetone was completely removed, the resulting pellet was resuspended and used as the cytosolic fraction. For the nuclear fraction, the pellet obtained in the first step was washed three times in STM buffer and then resuspended in NET buffer (20 mM HEPES pH 7.9, 1.5 mM MgCl2, 0.5 M NaCl, 0.2 mM EDTA, 20% glycerol, 1% Triton X-100). The suspension was then passed through an 18-gauge needle, and the supernatant was collected as the nuclear fraction. All procedures were performed on ice, and protease and phosphatase inhibitor cocktails were added to each buffer immediately before use.

### Whole-mount neuromuscular junction (NMJ) staining

The protocol for NMJ staining of extensor digitorum longus (EDL) muscles was adapted from a published method (50). EDL muscles were dissected and fixed in 4% paraformaldehyde (PFA) in PBS, then dehydrated in 30% sucrose. After rinsing with PBS, muscles were incubated in 0.1 M glycine to quench formaldehyde-induced autofluorescence. The muscles were then separated into four pieces and permeabilized in a solution containing 0.5% Triton X-100 and 4% BSA, followed by incubation with primary antibodies: mouse anti-NF-M (1:200, 2H3, DSHB) and mouse anti-SV2 (1:200, 2H3, DSHB) in a blocking solution containing 2% Triton X-100 and 4% BSA. After washing with 2% Triton X-100 in PBS, the muscles were incubated with secondary antibody Alexa Fluor 488 (1:500, A11029, Invitrogen) and α-BTX (1:500, Invitrogen) for 2 h. The muscles were then washed again with 2% Triton X-100 in PBS, mounted with ProLong Glass Antifade with NucBlue (Thermo Fisher Scientific), flattened with magnets, and sealed with nail polish. Samples were stored in the dark until imaging with a ZEISS LSM 800 confocal laser scanning microscope (Carl Zeiss).

### Cell isolation

Murine primary cells from denervated mice were isolated using magnetic-activated cell sorting (MACS, Miltenyi). Briefly, all hindlimb skeletal muscles were dissected, mechanically dissociated, and digested in an enzymatic mix containing 2 mg/ml collagenase D, 2.4 U/ml dispase II, and 10 μg/ml DNase I, supplemented with 1 mM CaCl2 and 5 mM MgCl2. The digested muscles were then passed through an 18-gauge needle several times. The resulting mixture was sequentially filtered through 100, 70, and 40 μm cell strainers and incubated with RBC lysis buffer to remove erythrocytes. Different cell populations were then isolated through consecutive incubation with microbead-conjugated antibodies in the cell suspension. Lin+/CD31+ cells were collected as lineage cells and endothelial cells. Fibro/adipogenic progenitors (FAPs) were defined as Lin-/CD31-/α7-integrin-, PDGFRα+ cells.

### Fibro/adipogenic progenitors (FAPs) culture and conditioned medium (CM) collection

Freshly isolated FAPs were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 20% FBS until they reached confluence. The cells were then washed with PBS and cultured in serum-free DMEM for 24 h. The conditioned medium (CM) was collected and centrifuged at 3000 rpm for 10 min at 4 °C, and the supernatant was stored at −80 °C until use. CM treatments were applied to 3-days differentiated C2C12 cells for the specified periods.

### RNA sequencing (RNA-seq) and public datasets analysis

Two weeks post-denervation, TA muscles from sham-operated and denervated mice (n = 4 per group) were collected. Total RNA was extracted using the RNeasy kit (QIAGEN), and the RNA from each group was pooled and submitted to Macrogen Co., Ltd for analysis. Differentially expressed genes (DEGs) were analyzed using the edgeR software package, with DEGs identified based on an adjusted *p*-value < 0.05 and |logFC| ≥ 1. Data analysis and visualization were performed in R (v 4.3.1). Upregulated genes used to generate a Venn diagram were obtained from the NCBI Gene Expression Omnibus (GEO) datasets: GSE18119 (mouse quadriceps muscle, mitochondrial myopathy) (unpublished), GSE48574 (human skeletal muscle biopsies, iron-sulfur [Fe-S] cluster-deficient myopathy) (51), GSE52766 (mouse gastrocnemius muscle, mdx) (52), GSE49826 (mouse TA muscle, 2-weeks denervation) (53), and GSE87108 (mouse gastrocnemius muscle, 28-month-old) (54). The screening threshold was set at *p* < 0.05. Additionally, the expression of Fgf21 in denervated TA muscles of rats was analyzed using GSE201025 (rat TA muscle, 2-weeks denervation) (55).

### Plasmid constructs

The coding sequence of mouse Hdac4 was cloned into a p3XFLAG-CMV-7.1 vector (Sigma-Aldrich) using HindIII and EcoRI restriction enzyme sites to construct the FLAG-Hdac4 expression plasmid.

### Cell culture

Murine myoblasts C2C12 (obtained from ATCC) were maintained at 37 °C and 5% CO2 in high-glucose DMEM supplemented with 10% FBS. Cells were sub-cultured when they reached 50 to 60% confluence. Once confluent, the culture medium was replaced with a differentiation medium, consisting of high-glucose DMEM supplemented with 2% horse serum, to induce myotube formation. Fresh differentiation medium was replenished every 2 days, and cells were allowed to differentiate for 3 to 4 days before experiments. The passage number of C2C12 cells used in this research did not exceed 20.

### RNA interference

siRNAs targeting Fgf21, Smad3, and control siRNA were purchased from Dharmacon (ON-TARGETplus Mouse Fgf21 [56636] siRNA–SMARTpool, ON-TARGETplus Mouse Smad3 [17127] siRNA–SMARTpool, and ON-TARGETplus Non-targeting pool). C2C12 cells that had been differentiated for 2 days were transfected with control siRNA (10 or 30 nM), or siRNA targeting mouse Fgf21 (10 nM) or Smad3 (30 nM) using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher) according to the manufacturer’s instructions. 24 or 48 h after transfection, cells were used for the indicated experiments as detailed in the Results section. The siRNA sequences are shown in Table S2.

### Immunofluorescence (IF) staining

Myotube diameter and the localization of exogenous or endogenous HDAC4 were determined by confocal microscopy following a standard immunofluorescence (IF) staining protocol. C2C12 cells were washed, fixed with 4% paraformaldehyde (PFA), permeabilized with 0.5% Triton X-100, and blocked with 3% BSA. The specimens were then incubated with anti-MyHC (MF20; R&D Systems), anti-HDAC4 (CST), or anti-FLAG (Sigma) antibodies for 2 h, followed by incubation with Alexa Fluor 488–conjugated goat anti-mouse or anti-rabbit IgG antibodies (1:500) for 1 h. The specimens were mounted with ProLong Glass Antifade with NucBlue (Thermo Fisher Scientific) and observed using a ZEISS LSM800 confocal laser scanning microscope (Carl Zeiss).

### Acetylcholine receptor (AChR) clustering assay

The stability of AChR clusters was assessed as previously described (56). Briefly, after 4 days of differentiation to induce AChR clusters, C2C12 myotubes were treated with agrin alone or in combination with other compounds for 16 to 18 h and then maintained in a medium with or without additional compounds. Cells were fixed in 2% PFA, and AChRs were stained with α-bungarotoxin 594 (BTX; 1 mg/ml, Invitrogen) diluted 1:2500. After washing, cells were mounted with ProLong Glass Antifade with NucBlue (Thermo Fisher Scientific). Samples were stored and protected from light until imaging with a ZEISS LSM 800 confocal laser scanning microscope (Carl Zeiss).

### Immunoblotting

C2C12 cells and mouse tissues were lysed in RIPA buffer containing PMSF (Sigma-Aldrich, MO), a protease inhibitor cocktail (Nacalai Tesque), and a phosphatase inhibitor cocktail (Sigma-Aldrich). The protein lysates were then boiled and subjected to SDS-PAGE, followed by incubation with primary and secondary antibodies according to standard procedures. The antibodies used are shown in Table S3.

### Quantitative real-time PCR (RT-qPCR)

Total RNA from cells or mouse tissues was extracted using ISOGEN (NIPPON GENE) according to the manufacturer’s instructions and reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative real-time PCR was performed on an Applied Biosystems StepOnePlus instrument using SYBR Green Master Mix (Thermo Fisher Scientific). The qPCR primers used are shown in Table S4.

### Enzyme-linked immunosorbent assay (ELISA)

The protein levels of FGF21 and TGFB1 in the plasma, muscle tissue, and culture medium were measured using a Mouse/Rat FGF-21 ELISA kit (R&D Systems) or a Human/Mouse/Rat/Porcine/Canine TGF-beta 1 ELISA kit (R&D Systems), according to the manufacturer’s instructions.

### Statistical analysis

Data are presented as mean ± SD from at least three independent biological replicates. All experiments were repeated on at least two occasions with similar results. A two-tailed Student’s *t* test was used for comparisons between the two groups. For comparisons involving more than two groups, one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison tests or two-way ANOVA followed by Sidak’s multiple comparison test was applied. Post hoc power analyses were conducted using G∗Power 3.1 for the relevant two-way ANOVA or *t* test. The effect sizes (Cohen’s f or d) and achieved power (1–β) are reported in Table S3. Statistical significance is denoted in the figures as ∗(*p* < 0.05), ∗∗(*p* < 0.01), and ∗∗∗(*p* < 0.001). Statistical analysis was performed using GraphPad Prism 9.0 software.

## Ethics statement

All animal studies were conducted in accordance with the guidelines approved by the Animal Usage Committee of the University of Tokyo (Law No. 105, 1 October 1973, as amended on 1 June 2020).

## Data availability

All data are contained within the manuscript. The dataset generated for the RNA-seq is available through the Gene Expression Omnibus under the accession code: GSE303861.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The growth factor FGF21 maintains neuromuscular junction through histone deacetylase HDAC4 in denervation-induced skeletal muscle atrophy
**Source:** J Biol Chem. 2025 Sep 23;301(11):110756. doi: 10.1016/j.jbc.2025.110756
**Supplement:** Supporting Figures and Tables

**A growth factor regulates neuromuscular junction innervation through histone deacetylase in denervation-induced skeletal muscle atrophy**

Lirong Zheng, Takashi Sasaki, Liyang Ni, Tsutomu Hashidume, Mitsuki Kawabe, Yu Takahashi, Yoshio Yamauchi, Makoto Shimizu, Ryuichiro Sato

Contents in order listed

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary figure 6

Supplementary figure 7

Supplementary figure 8

Supplemental table 1

Supplemental table 2

Supplemental table 3

***Supplemental figures***

**
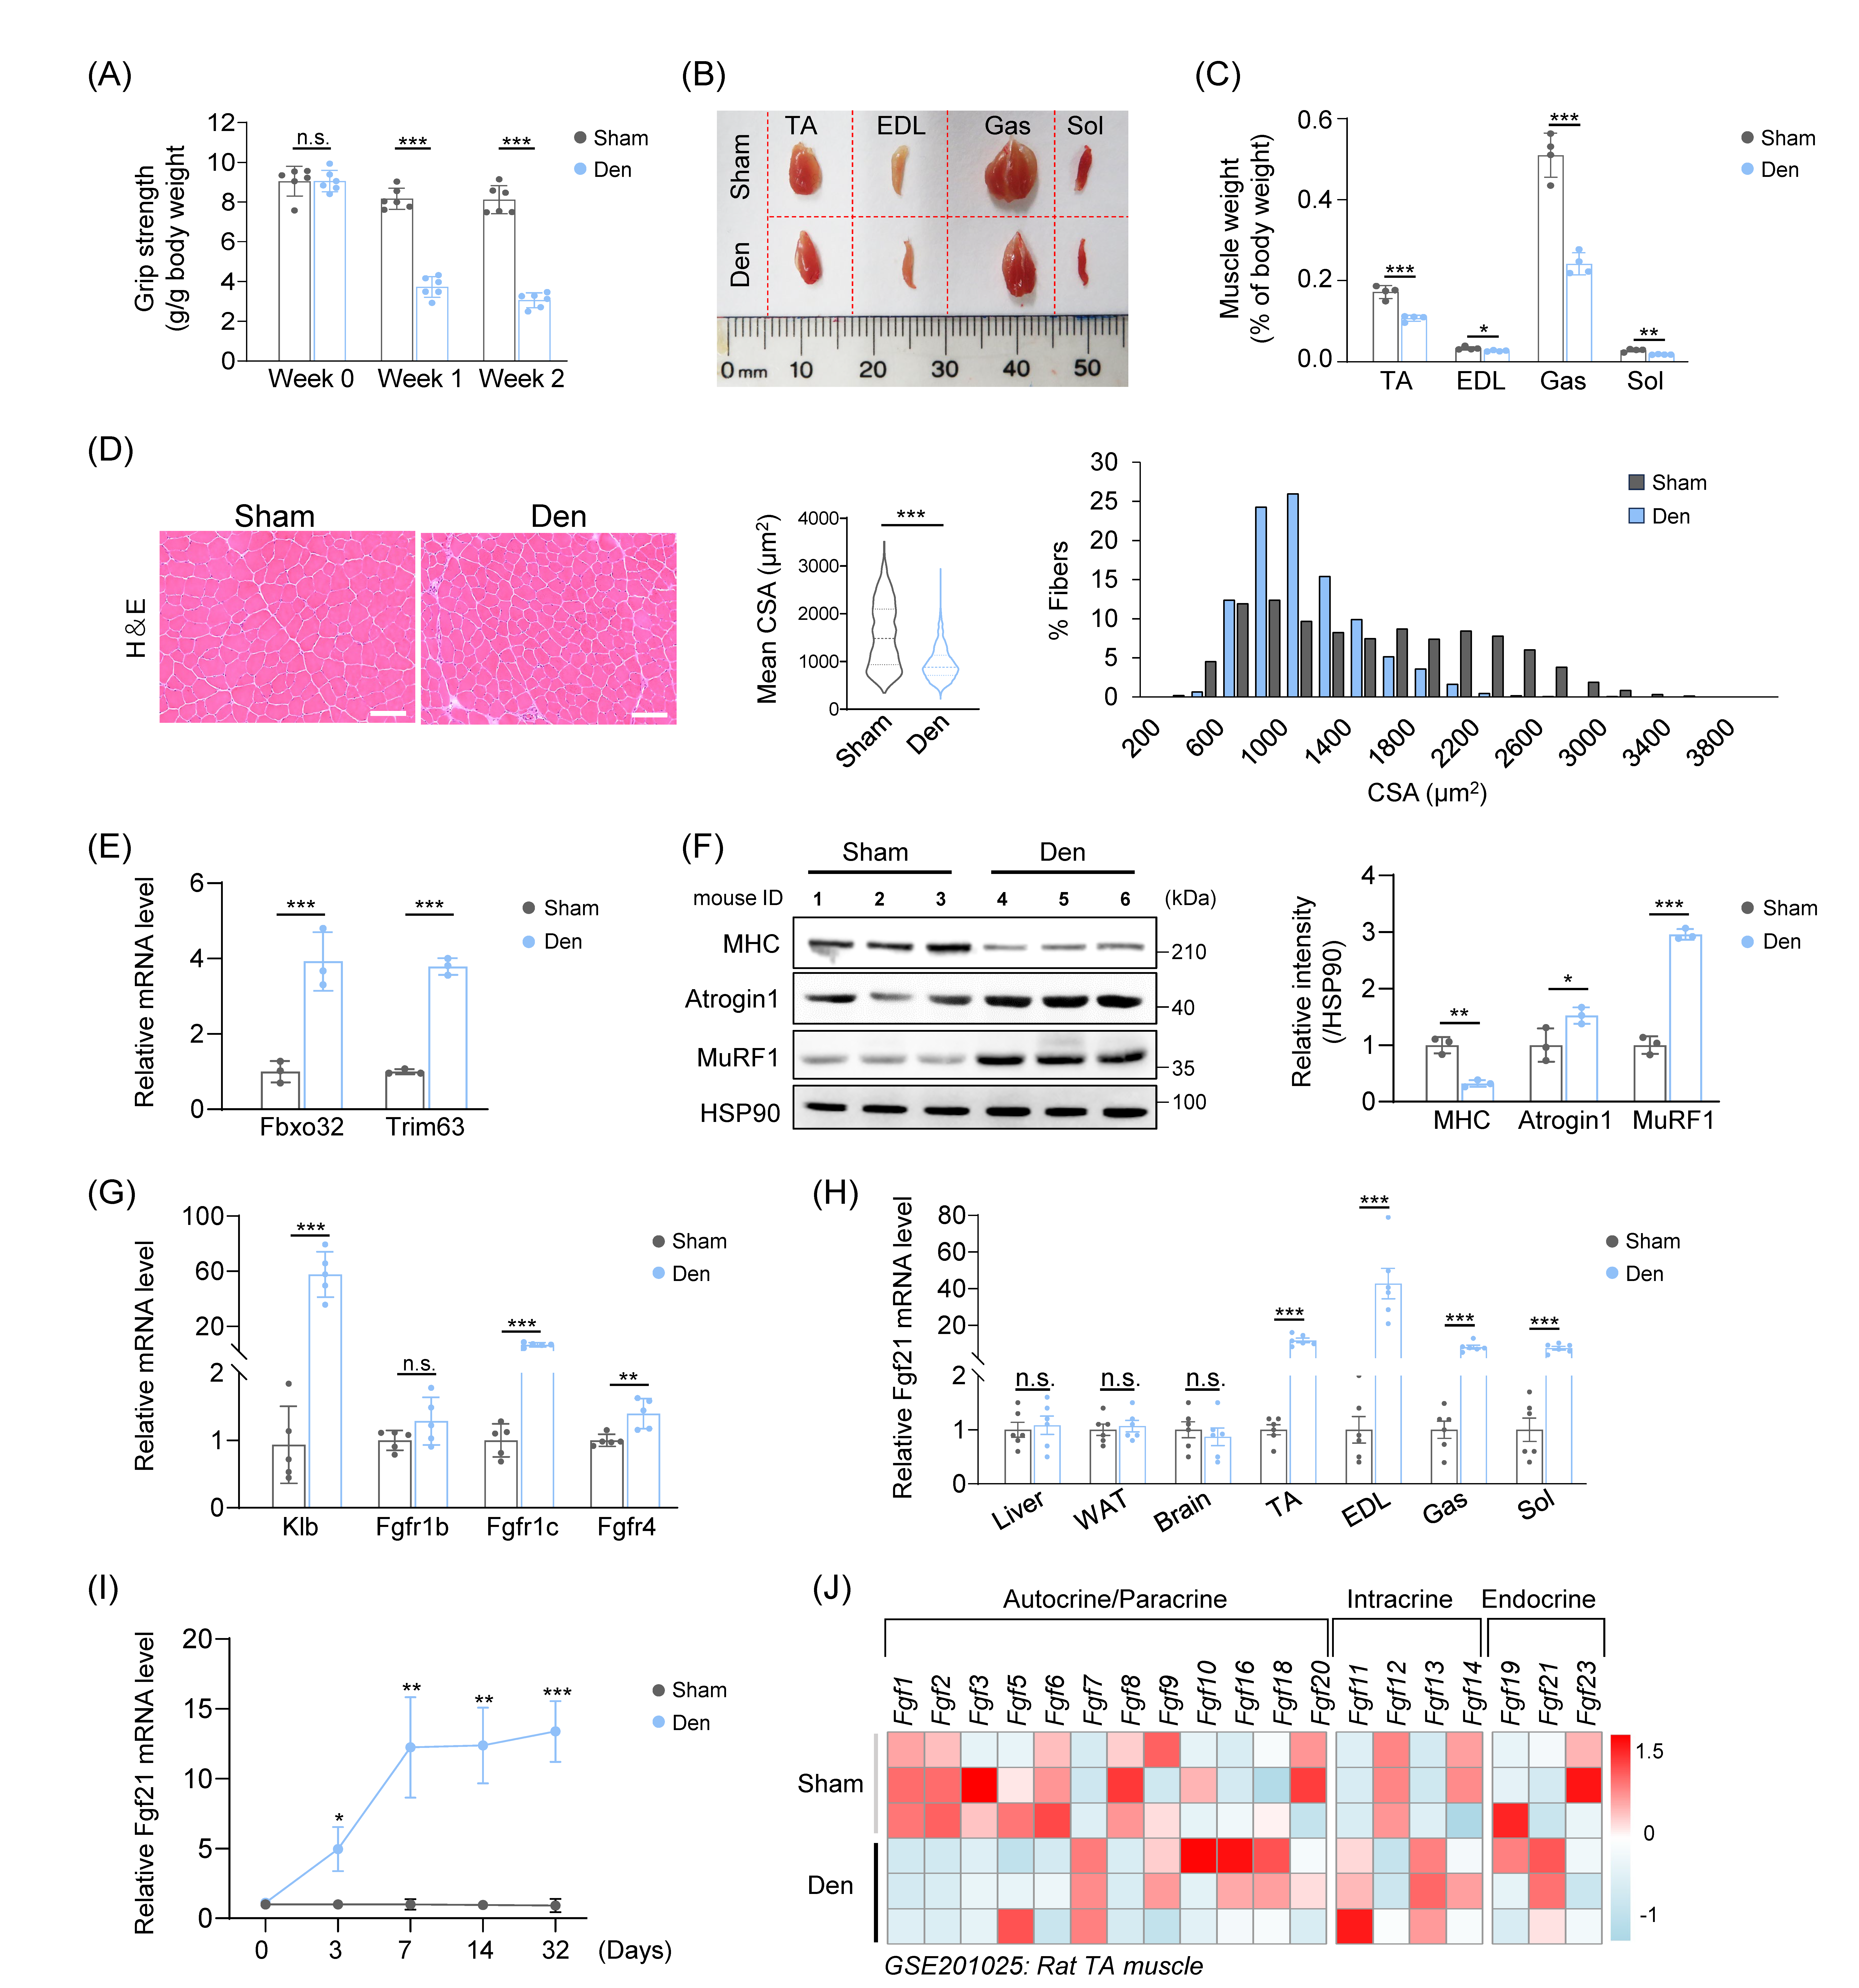
**

**Figure S1. Fgf21 expression pattern in the denervation model**

Mice were subjected to denervation for 2 weeks (except in G, where 3-day denervation was performed).

(A) Four-limb grip strength (g/g body weight) of mice (n = 6).

(B) Representative image of the hindlimb skeletal muscles.

(C) The ratio of limb muscle weight to body weight (n = 4).

(D) Representative cross-sectional images of TA muscle (n = 4). Scale bar, 50 μm.

(E) mRNA levels of Fbxo32 and Trim63 in TA muscle (n = 3).

(F) Protein levels of MHC, Atrogin1, and MuRF1 in TA muscle (n = 3).

(G) mRNA levels of Klb and FGF receptors in TA muscle (n = 5).

(H) mRNA level of Fgf21 in different tissues (n = 6).

(I) mRNA level of Fgf21 at indicated times post-denervation (n = 3-5).

(J) Heatmap showing Fgf21 expression in TA muscle of rats after 2-week denervation (GSE201025, n = 3).

Data were analyzed by two-tailed Student’s t-test. ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001.

**
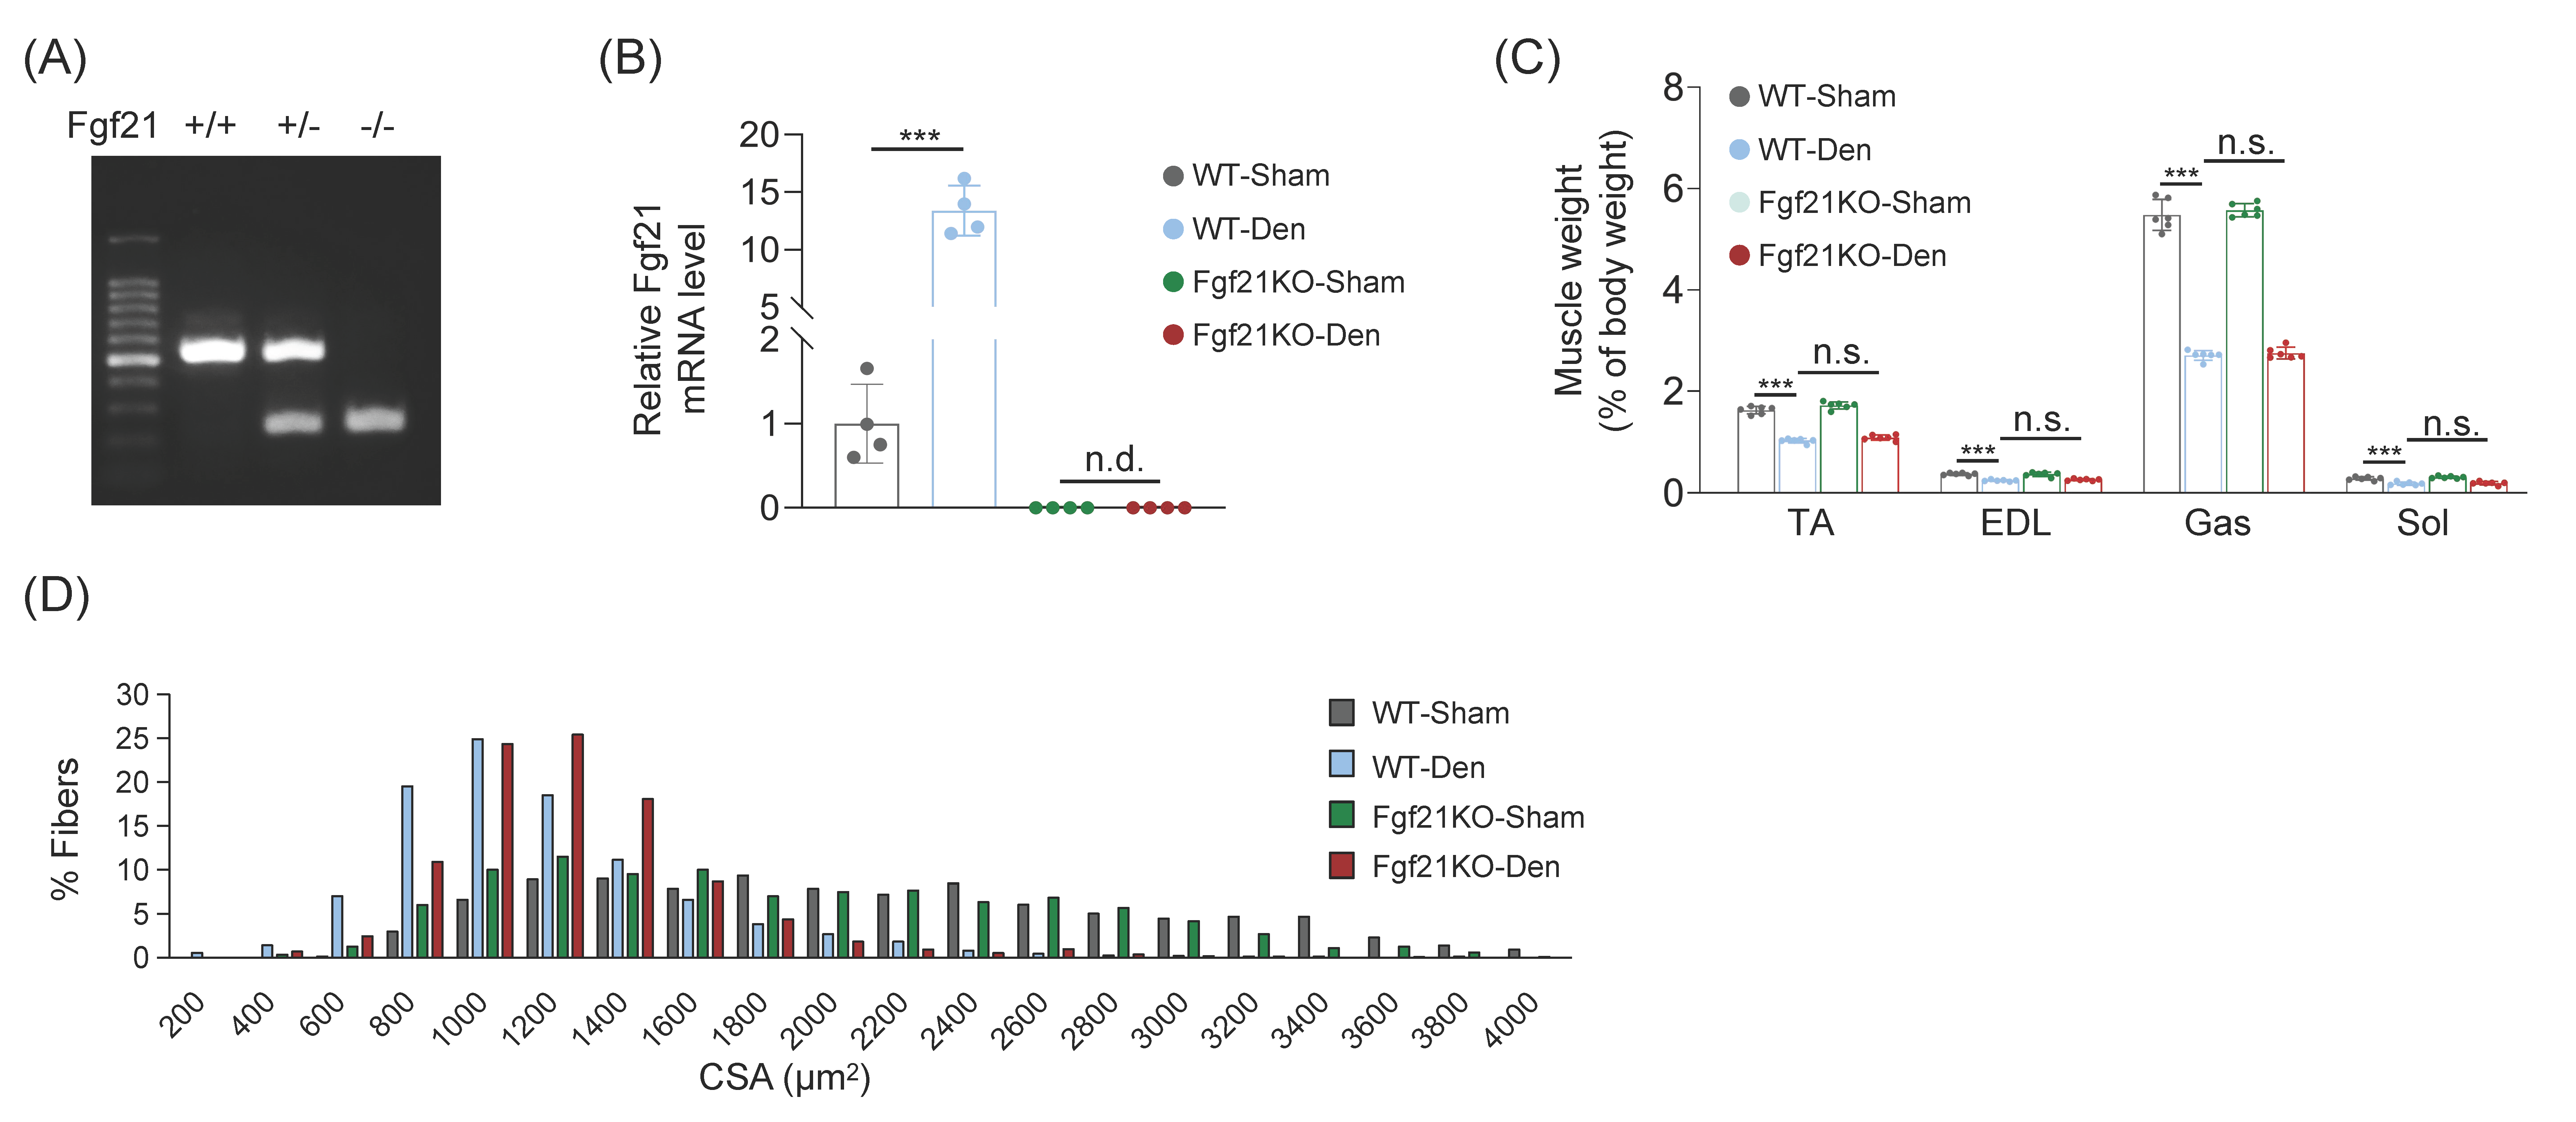
**

**Figure S2. Fgf21 deficiency protects skeletal muscle from denervation-induced atrophy**

(A) Genotyping of Fgf21KO mice.

(B) mRNA levels of Fgf21 in TA muscle from WT and Fgf21KO mice (n = 4).

(C) The ratio of limb muscle weight to body weight of WT and Fgf21KO mice (n = 6).

(D) Fiber size distribution in TA muscle from WT and Fgf21KO mice (n = 4).

Data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. In (B,C), different interactions between genotype and treatment were detected (in (B), F(1,12) = 123.631, p < 0.001; in (C), TA: F(1,20) = 0.484, p = 0.494; EDL: F(1,20) = 0.635, p = 0.435; Gas: F(1,20) = 0.087, p = 0.770; Sol: F(1,20) = 0.566, p = 0.461). ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001.

**Figure S3. S3 FGF21 promotes denervation-induced skeletal muscle atrophy.**

(A) mRNA levels of Fgf21 in TA muscle injected with AAV-GFP or AAV-FGF21 (n = 4).

(B) Protein levels of FGF21 and GFP in TA muscle injected with AAV-GFP or AAV-FGF21 (n = 4). The loading control used here is the same as that shown in Figure 5H.

(C) Protein levels of FGF21 in plasma of mice injected with AAV-GFP or AAV-FGF21 (n = 4).

(D) Four-limb grip strength (g/g body weight) of mice injected with AAV-GFP or AAV-FGF21 (n = 7).

(E) The ratio of limb muscle weight to body weight of mice injected with AAV-GFP or AAV-FGF21 (n = 4).

(F) Representative cross-sectional images of TA muscle injected with AAV-GFP or AAV-FGF21 (n = 4). Scale bar, 50 μm.

(G) Protein levels of rescued FGF21 in plasma (n = 5).

(H) The ratio of limb muscle weight to body weight of mice after rescued FGF21 expression (n = 5-6).

(I) Fiber size distribution in TA muscle after rescued FGF21 expression (n = 4).

In (A-F), data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. Different interactions between genotype and virus treatment were detected (in (A), F(1,12) = 14.949, p = 0.002; in (B), FGF21: F(1,12) = 11.366, p = 0.006; GFP: F(1,12) = 0.725, p = 0.411; in (C), F(1,12) = 0.581, p = 0.461; in (D), week 0: F(1,24) = 6.865, p = 0.015; week 1: F(1,24) = 1.170, p = 0.290; week 2: F(1,24) = 0.307, p = 0.585; in (E), TA: F(1,12) = 0.072, p = 0.792; EDL: F(1,12) = 0.295, p = 0.597; Gas: F(1,12) = 0.362, p = 0.559; Sol: F(1,12) = 0.958, p = 0.347; in (F), F(1,5266) = 2.308, p = 0.129). In (G-I), data were analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test. ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001.

**Figure S4. Analysis of Fgf21KO skeletal muscle by RNA sequencing**

(A) Heatmap showing gene expression changes in TA muscle from WT and Fgf21KO mice after 2-week denervation (4 samples were pooled for each group).

(B) Venn diagram showing the overlap of differentially expressed genes (DEGs) across four comparison groups.

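By the criterion applied to these libraries, 2368 genes were DEGs in at least 1 of the 4 comparisons. WD vs WS and KD vs KS shared 1136, of which 1133 changed in the same direction and 3 in opposite directions. The number in opposite directions was 10 under total counts only and 7 with Fisher's exact test. It was 0 with a mean count of at least 50 or an assumed variation of 0.2. WD vs WS alone had 643 and KD vs KS alone had 513. A gene called in 1 genotype and not in the other is not shown to differ between them, since that difference was not tested. By size alone, 538 genes had log2 ratios of denervation over sham at least 1 apart between the genotypes, and 150 of the genes with a mean count of at least 50 did. KS vs WS and KD vs WD shared 17 DEGs, 16 of them in the same direction. Of the DEGs of KS vs WS, 32 were also DEGs of a denervation comparison, and of those of KD vs WD, 24 were.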

(C) Volcano plot of DEGs in each comparison group.

(D) Gene Ontology (GO) enrichment analysis of DEGs.

WS, WT-Sham; WD, WT-Denervation; KS, Fgf21KO-Sham; KD, Fgf21KO-Denervation.

**Figure S5. Fgf21 deficiency resists muscle atrophy via HDAC4**

(A) Protein levels of HDAC5 and HDAC7 in TA muscle from WT and Fgf21KO mice (n = 3).

(B) Protein levels of HDAC4 in sham-operated TA muscle injected with shRNA against Hdac4 or scramble control (n = 3-4).

(C) Representative cross-sectional images of sham-operated TA muscle following HDAC4 knockdown (n = 5). Scale bar, 50 μm.

(D) Fiber size distribution of denervated TA muscle following HDAC4 knockdown (n = 5).

(E) Representative images of NMJ innervation in sham-operated EDL muscle following HDAC4 knockdown (n = 4).

Data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. Different interactions between genotype and treatment were detected (in (A), HDAC5: F(1,8) = 0.382, p = 0.554; HDAC7: F(1,8) = 0.159, p = 0.701; in (B), #1: F(1,9) = 0.391, p = 0.547; #2: F(1,9) = 7.261, p = 0.025; in (C), #1: F(1,3359) = 20.211, p < 0.001; #2: F(1,3141) = 9.589, p = 0.002; in (E), #1: F(1,12) = 0.560, p = 0.469; #2: F(1,12) = 1.579, p = 0.233). ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001.

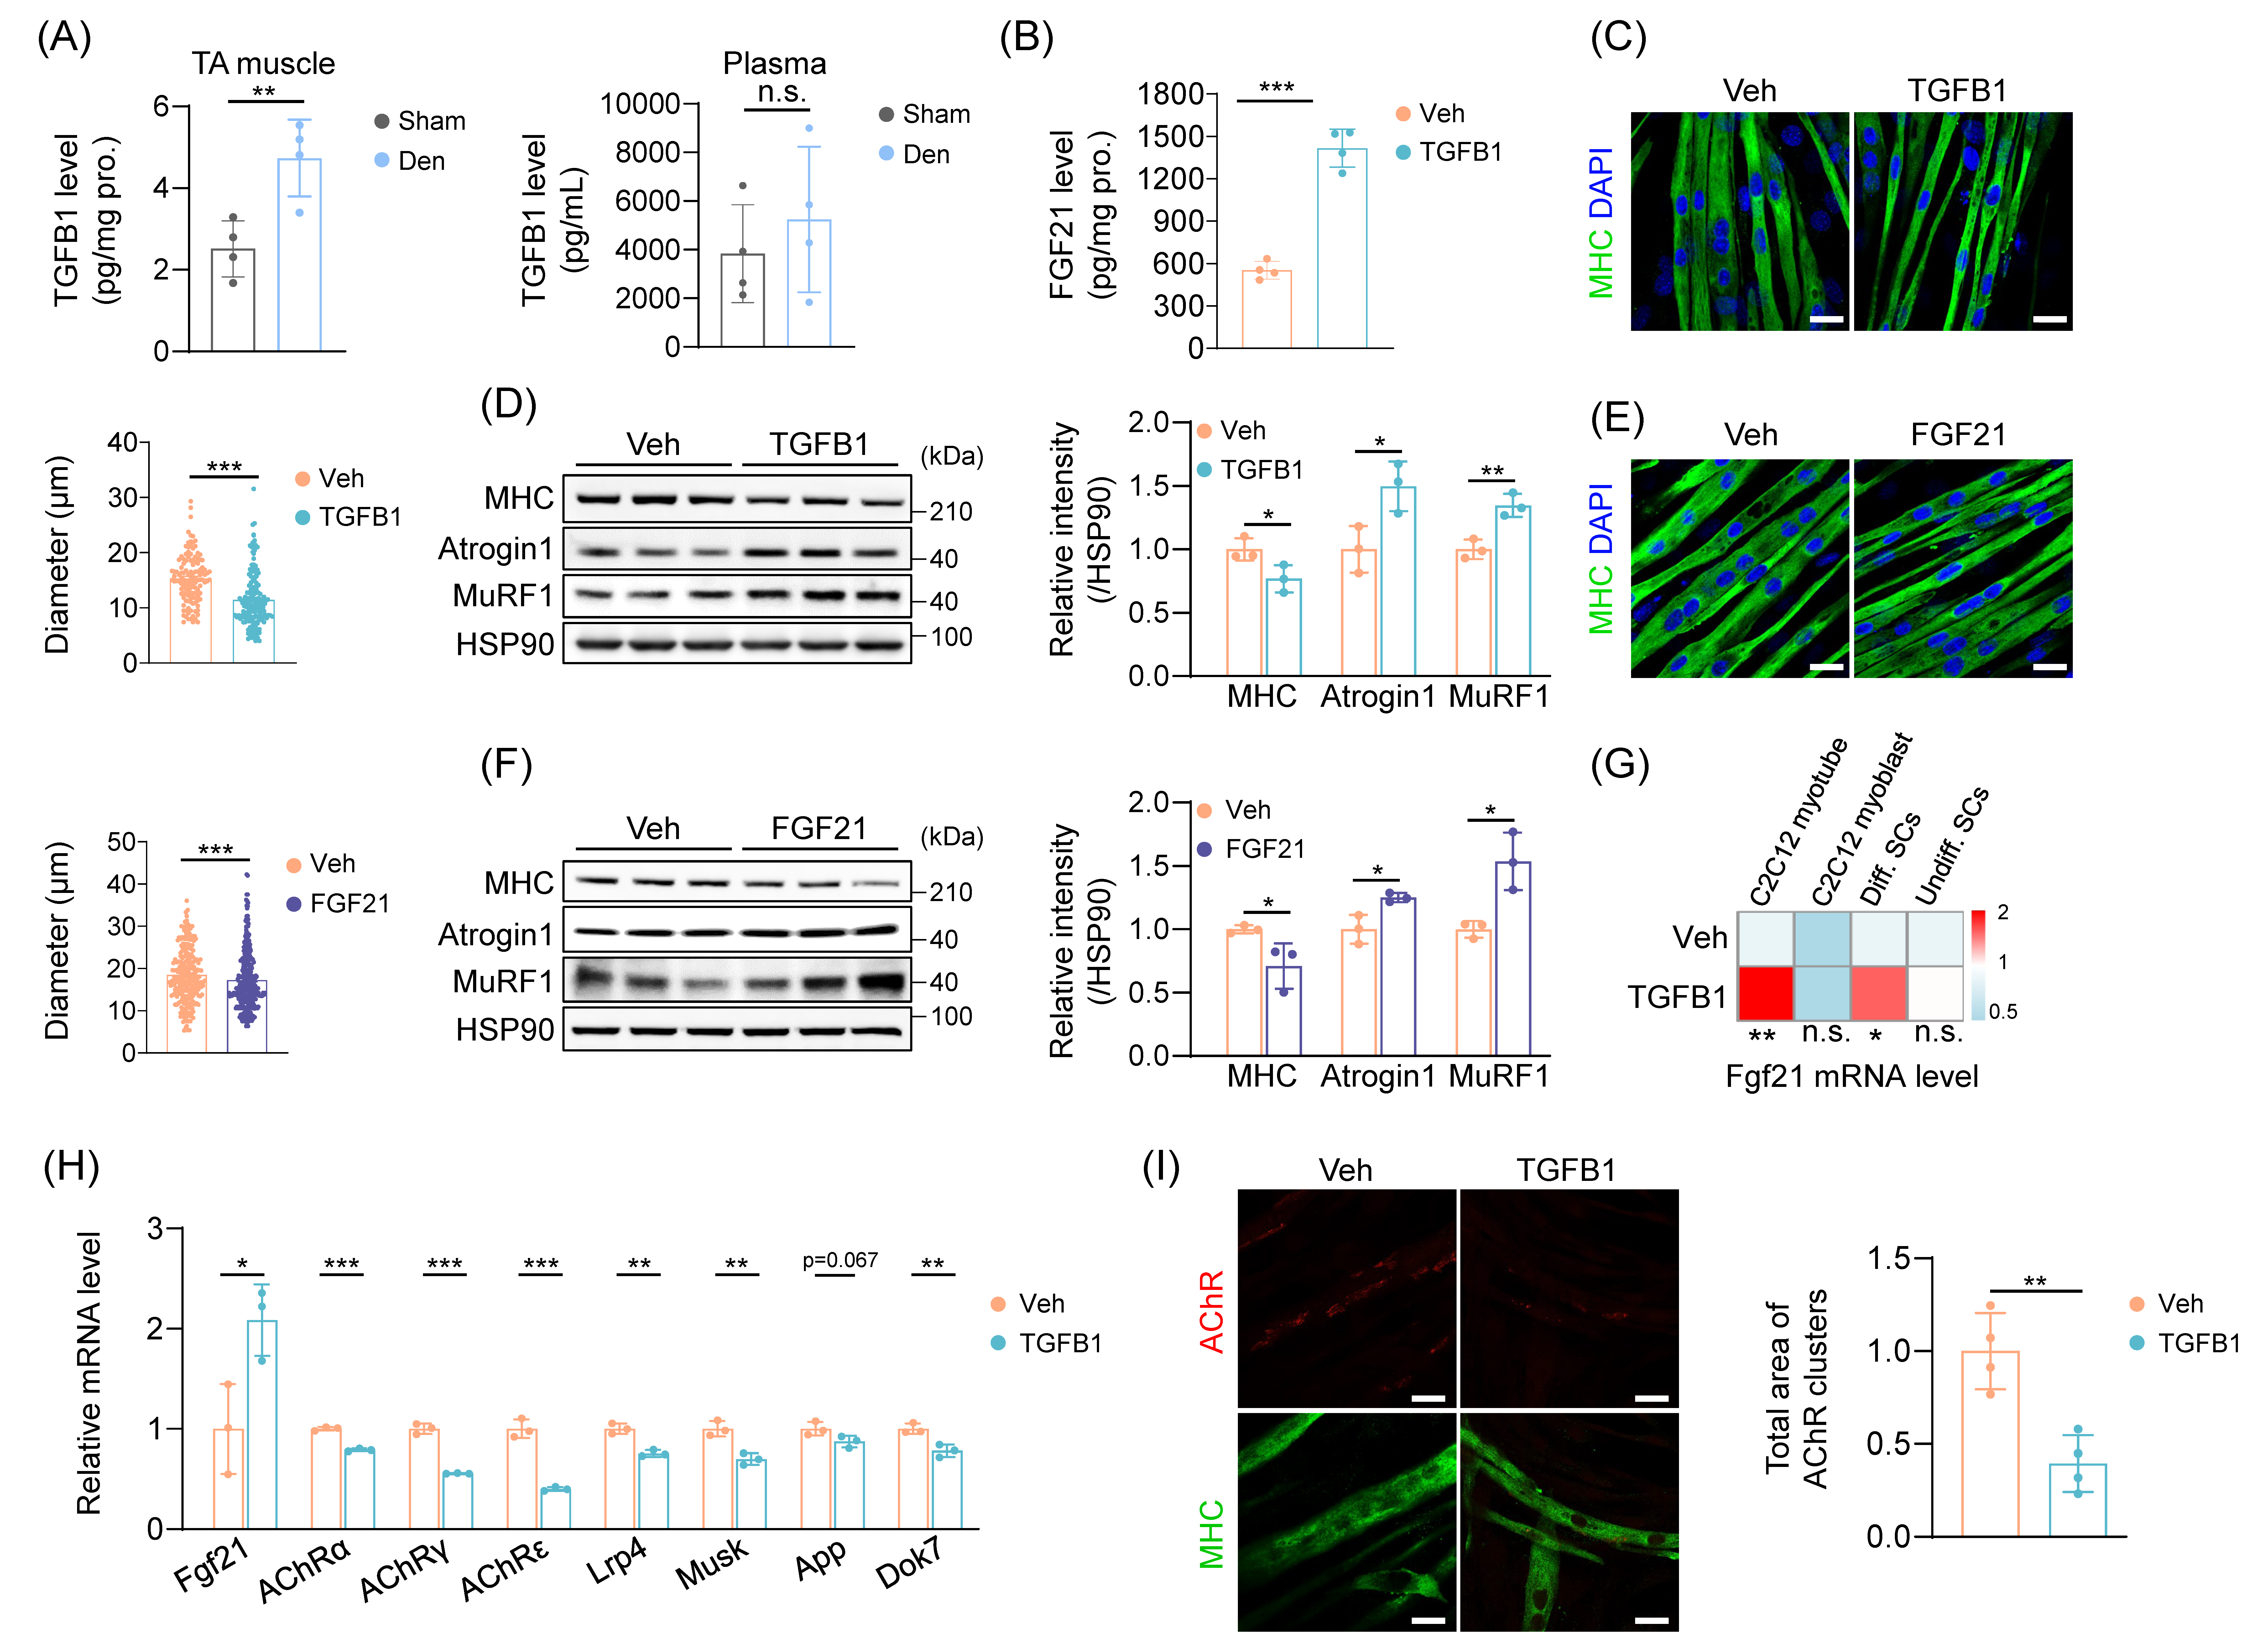

**Figure S6. TGFB1 promotes myotube atrophy via FGF21-mediated NMJ damage**

(A) Protein levels of TGFB1 in TA muscle and plasma (n=4).

(B) Protein levels of FGF21 in C2C12 culture medium treated with TGFB1 (n = 4).

(C) Representative images of C2C12 myotube diameter treated with TGFB1 (n = 3). Scale bar, 20 μm.

(D) Protein levels of MHC, Atrogin1, and MuRF1 in C2C12 myotubes treated with TGFB1 (n = 3).

(E) Representative images of C2C12 myotube diameter treated with FGF21 (n = 3). Scale bar, 20 μm.

(F) Protein levels of MHC, Atrogin1, and MuRF1 in C2C12 myotubes treated with FGF21 (n = 3).

(G) Heatmap showing Fgf21 mRNA levels in different cell types treated with TGFB1 (n = 3).

(H,I) mRNA levels of NMJ-related genes (n = 3) and representative images of AChR intensity in C2C12 myotubes treated with TGFB1 (n = 4). Scale bar, 20 μm.

Diff. SCs: differentiated satellite cells; Undiff. SCs: Undifferentiated satellite cells.

Data were analyzed by two-tailed Student’s t-test. ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001.

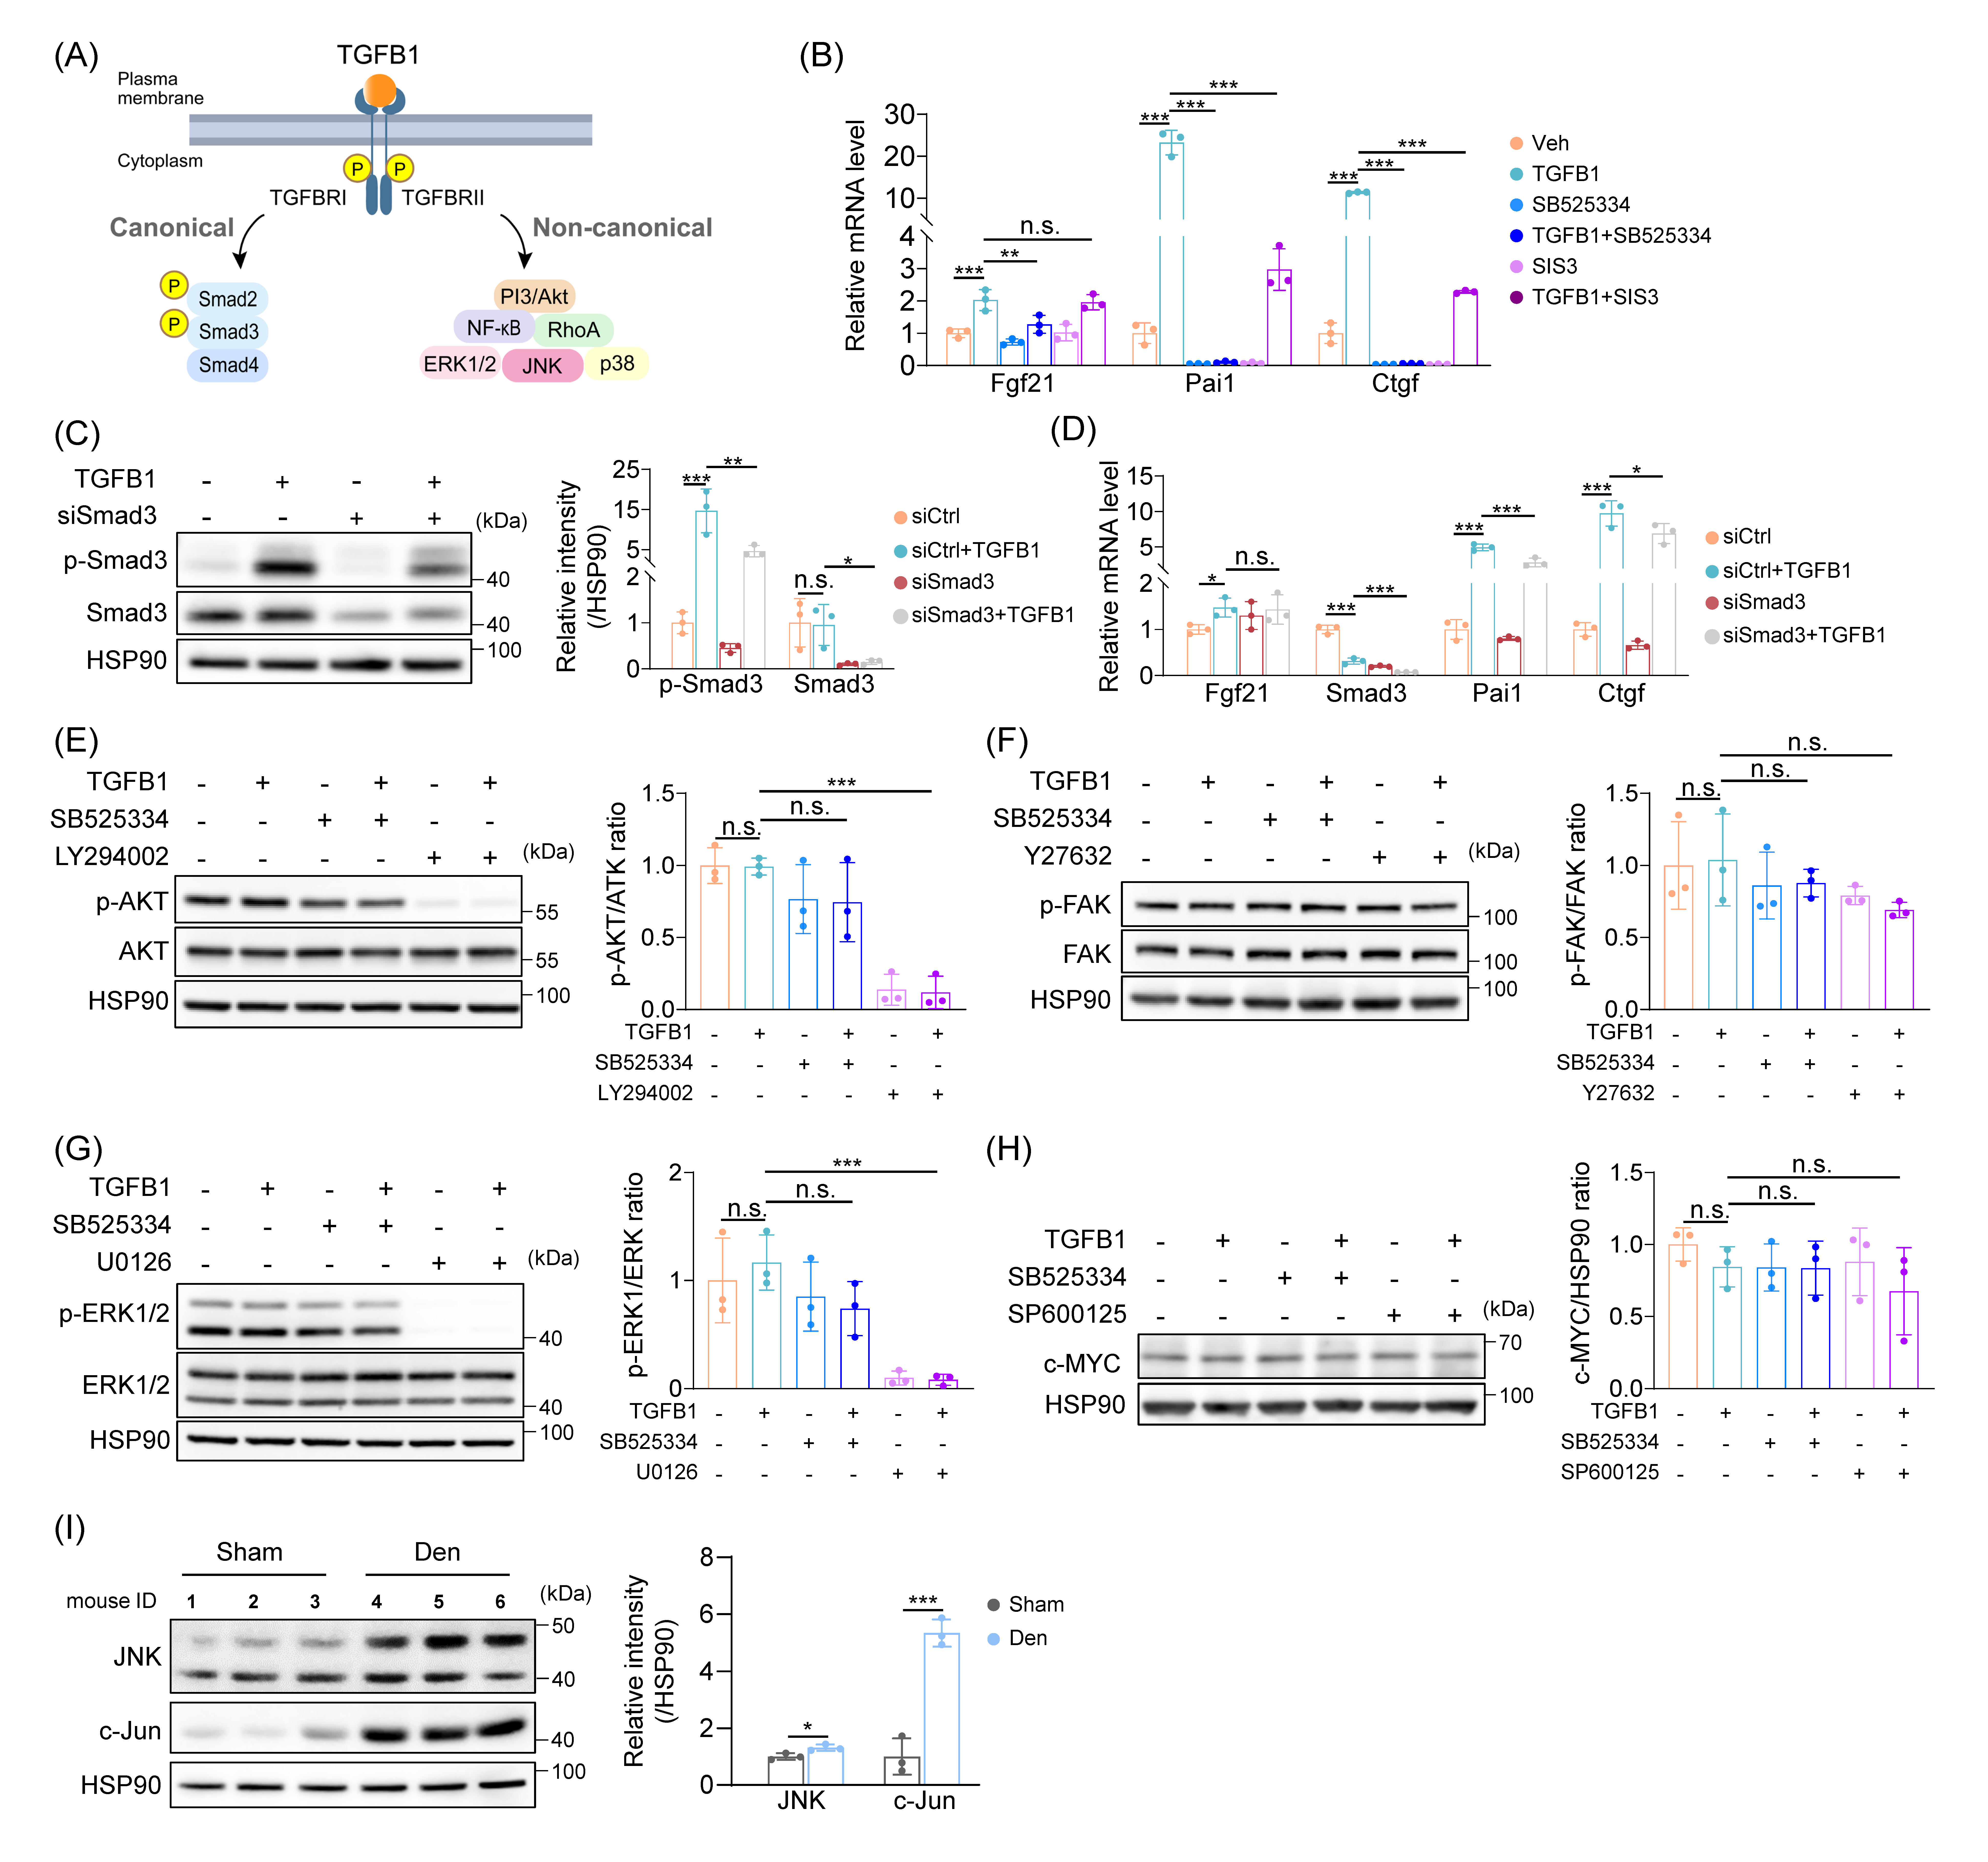

**Figure S7. Fgf21 is not regulated by canonical TGFB signaling**

(A) Schematic of TGFB signaling.

(B) mRNA levels of Fgf21, Pai1, and Ctgf in C2C12 myotubes treated with TGFB1, SB525334 and SIS3 (n = 3).

(C) Protein levels of Smad3 in in C2C12 myotubes treated with TGFB1 and siSmad3 (n=3).

(D) mRNA levels of Fgf21, Smad3, Pai1, and Ctgf in C2C12 myotubes treated with TGFB1, SB525334 and respect (n = 3).

(E-H) Protein levels of AKT, FAK, ERK and c-MYC in C2C12 myotubes treated with TGFB1, SB525334 and corresponding inhibitors (n = 3).

(I) Protein levels of JNK and c-Jun protein in TA muscle (n = 3).

In (B-H), data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test. Different interactions between genotype and treatment were detected (in (B), Fgf21: F(1,12) = 1.796, p = 0.208; Pai1: F(1,12) = 144.060, p < 0.001; Ctgf: F(1,12) = 1828.294, p < 0.001; in (C), p-Smad3: F(1,8) = 8.478, p = 0.020; Smad3: F(1,8) = 0.058, p = 0.816; in (D), Fgf21: F(1,8) = 1.413, p = 0.269; Smad3: F(1,8) = 72.510, p < 0.001; Pai1: F(1,8) = 16.945, p = 0.003; Ctgf: F(1,8) = 3.568, p = 0.096; in (E), F(1,12) = 0.003, p = 0.997; in (F), F(1,12) = 0.189, p = 0.830; in (G), F(1,12) = 0.459, p = 0.643; in (H), F(1,12) = 0.401, p = 0.678). In (I), data were analyzed by two-tailed Student’s t-test. ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001.

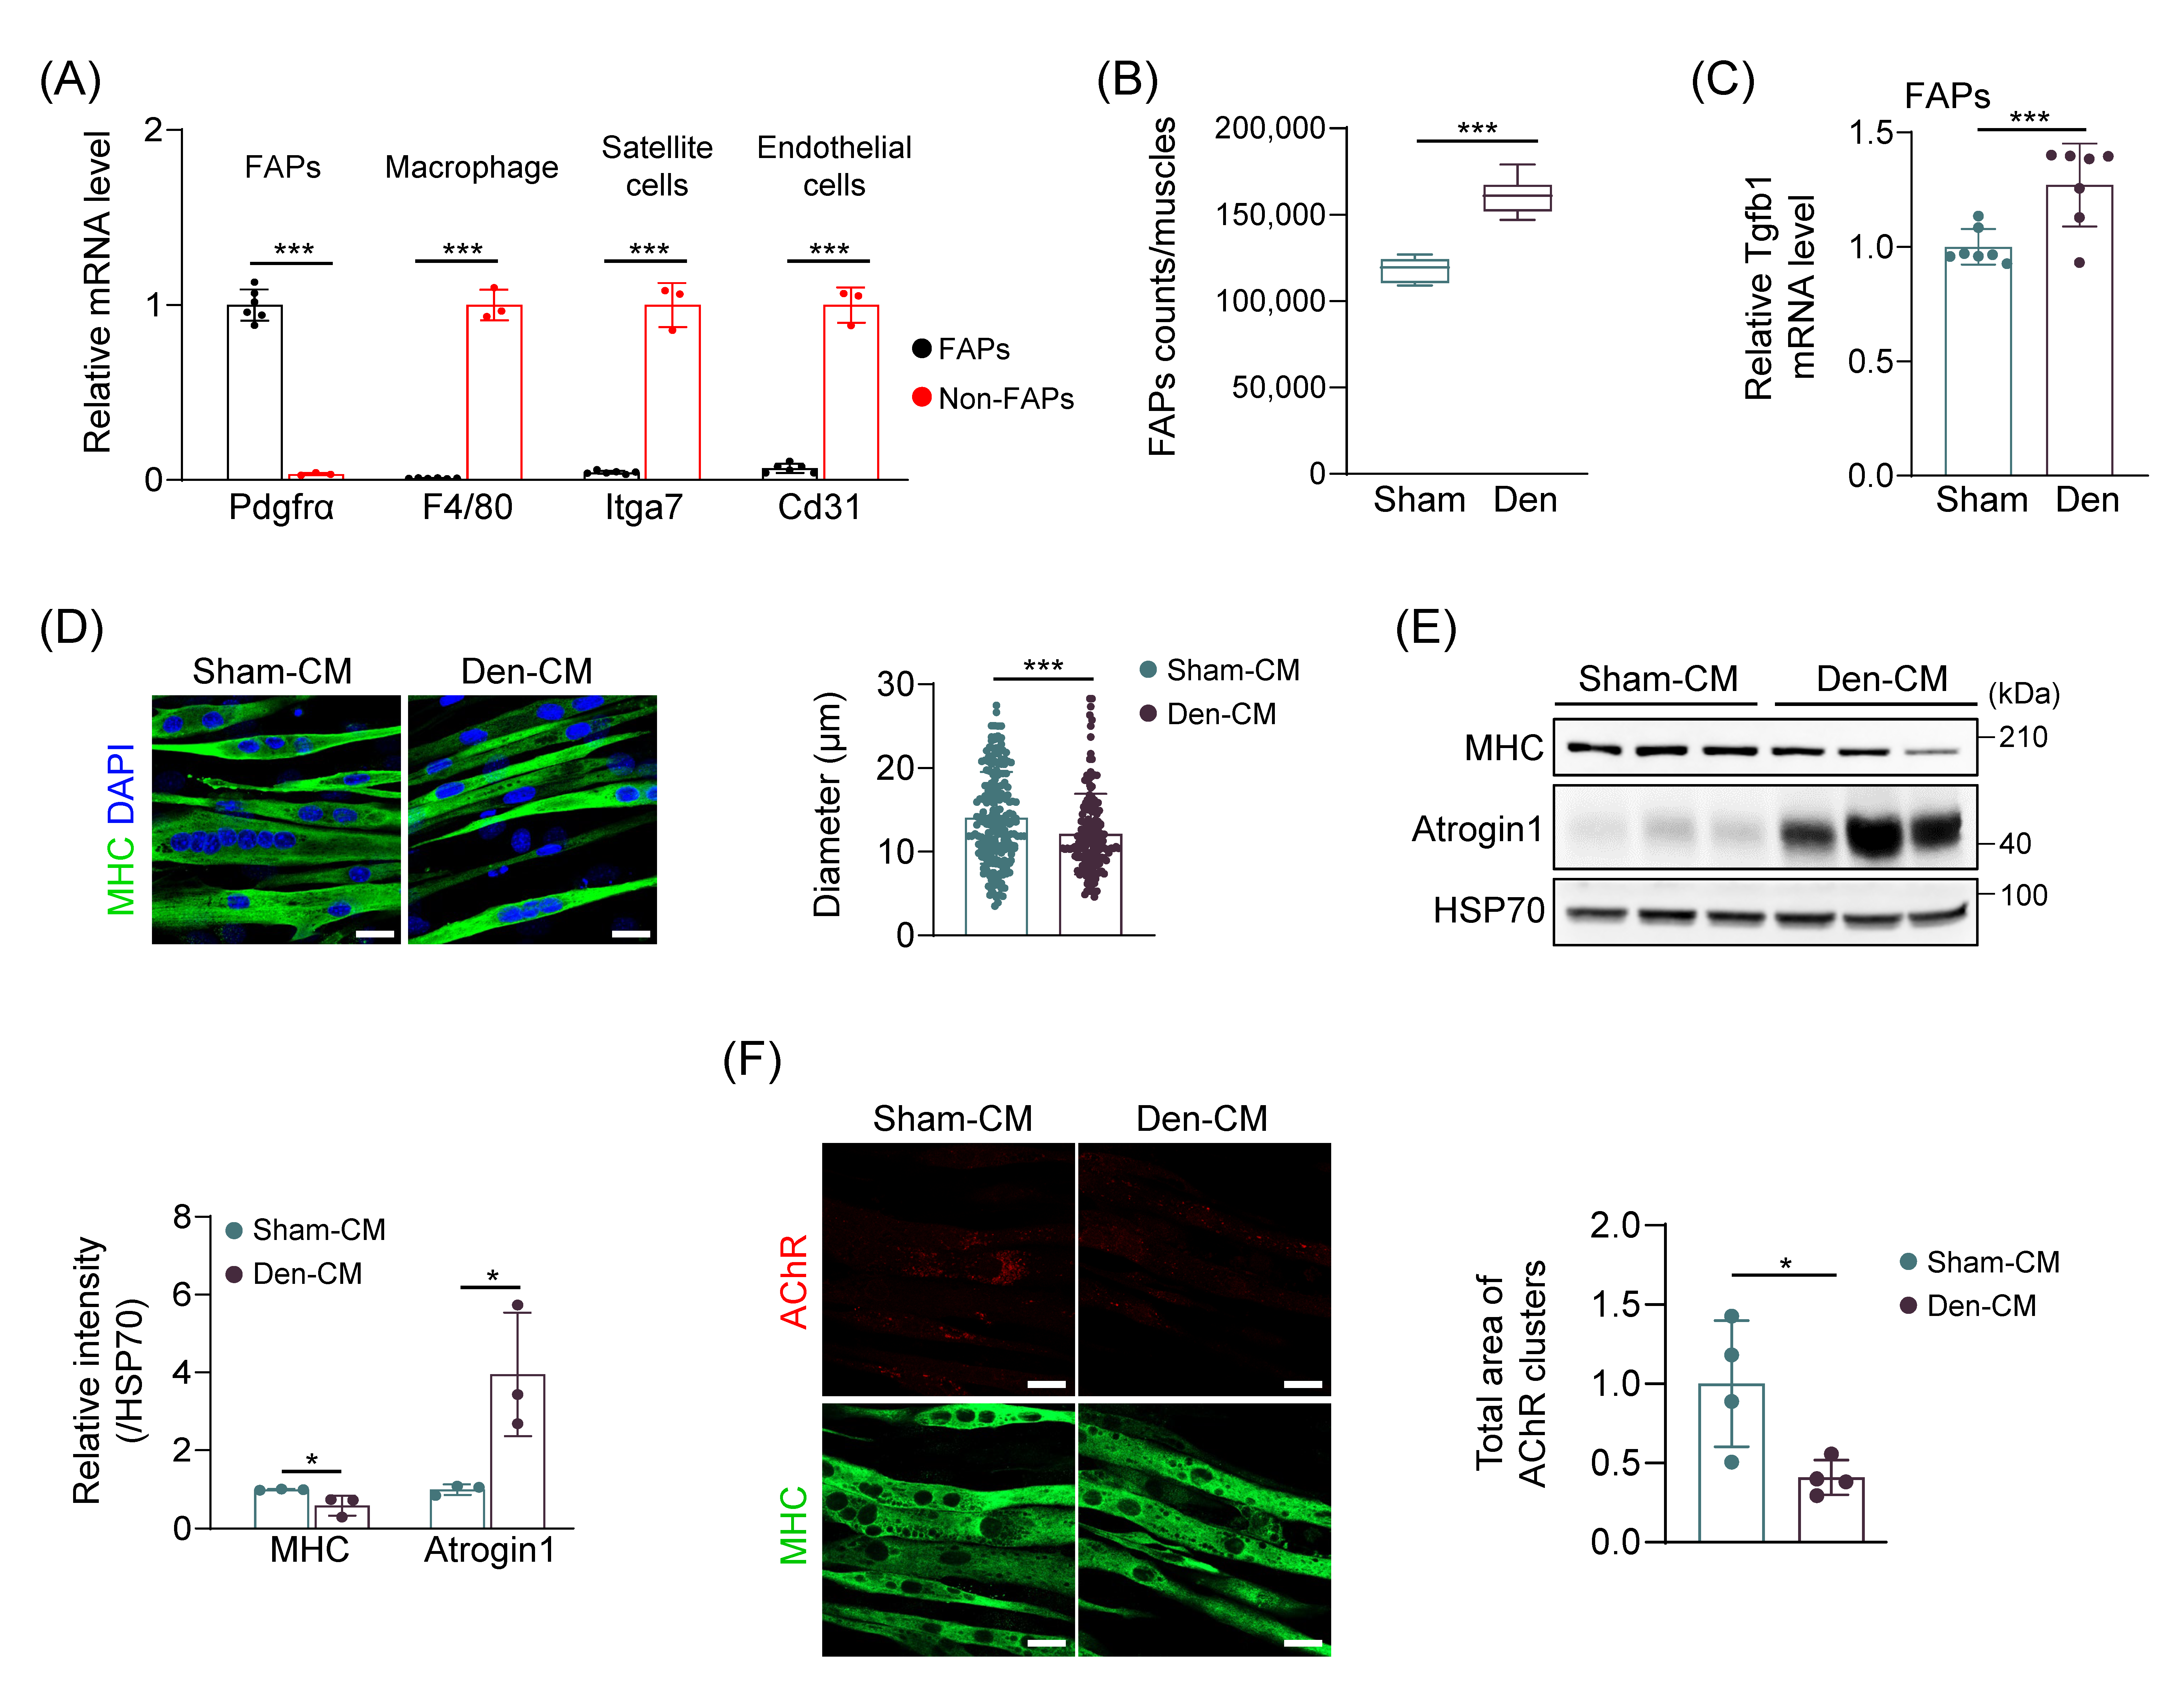

**Figure S8. FAPs-derived conditioned medium (CM) promotes muscle atrophy**

(A) mRNA levels of Pdfgrα, F4/80, Itga7, and Cd31 in MACS-isolated FAPs and non-FAPs fractions (n = 3-6).

(B) Numbers of FAPs extracted from limb skeletal muscles (n = 7).

(C) mRNA levels of Tgfb1 in FAPs (n = 7).

(D) Representative images of C2C12 myotube diameter treated with conditioned medium (CM) (n = 3). Scale bar, 20 μm.

(E,F) Protein levels of MHC and Atrogin1 (n=3) and representative images of AChR intensity in C2C12 myotubes treated CM (n=4). Scale bar, 20 μm.

Data were analyzed by two-tailed Student’s t-test. ∗p < 0.05; ∗∗∗p < 0.001.

**Table S1. List of antibodies used for Western blot and Immunofluorescence.**

| **Antibodies** | **Source** | **Identifier** |
| --- | --- | --- |
| Anti-MHC (MF20) | R&D Systems | MAB4470 |
| Anti-Fbx32 (Atrogin1) | Abcam | ab168372 |
| Anti-MuRF1 | Santa Cruz Biotechnology | sc-398608 |
| Anti-HSP90 | Santa Cruz Biotechnology | sc-13119 |
| Anti-FGF21 | Abcam | ab171941 |
| Anti-FGF21 | R&D Systems | AF3057 |
| Anti-GFP | Abcam | ab6566 |
| Anti-β-actin | Sigma-Aldrich | A5441 |
| Anti-α-tubulin | Cell Signaling Technology | #2144 |
| Anti-TGFB1 | Abcam | ab64715 |
| Anti-phospho-Smad3 | Abcam | ab52903 |
| Anti-Smad3 | Cell Signaling Technology | #9523 |
| Anti-phospho-c-Jun | Cell Signaling Technology | #9261 |
| Anti-c-Jun | Cell Signaling Technology | #9165 |
| Anti-phospho-SAPK/JNK | Cell Signaling Technology | #9251 |
| Anti-SAPK/JNK | Cell Signaling Technology | #9252 |
| Anti-phospho-Akt | Cell Signaling Technology | #9271 |
| Anti-Akt | Cell Signaling Technology | #9273 |
| Anti-phospho-FAK | Cell Signaling Technology | #3283 |
| Anti-FAK | Cell Signaling Technology | #3285 |
| Anti-phospho-ERK1/2 | Cell Signaling Technology | #9101 |
| Anti-ERK1/2 | Cell Signaling Technology | #9102 |
| Anti-c-Myc | Cell Signaling Technology | #2278 |
| Anti-HSP70 | Santa Cruz | sc-32239 |
| Anti-HSP90 | Santa Cruz | sc-13119 |
| Anti-LC3 | Cell Signaling Technology | #12741 |
| Anti-NF-M | Developmental Studies Hybridoma Bank | 2H3 |
| Anti-SV2 | Developmental Studies Hybridoma Bank | SV2 |
| Anti-HDAC4 | Cell Signaling Technology | #15164 |
| Anti-HDAC5 | Cell Signaling Technology | #20458 |
| Anti-HDAC7 | Cell Signaling Technology | #33418 |
| Anti-GAPDH | Cell Signaling Technology | #2118 |
| Anti-phospho-HDAC4/5/7(S246/S259/S155) | Cell Signaling Technology | #3443 |
| Anti-phospho-HDAC4/5/7(S632/S661/S486) | Cell Signaling Technology | #3424 |
| Anti-phospho-AMPK | Cell Signaling Technology | #2535 |
| Anti-AMPK | Cell Signaling Technology | #2532 |
| Anti-FLAG-M2 | Sigma-Aldrich | F3165 |
| Anti-Lamin A/C | Cell Signaling Technology | #2032 |
| Anti-Histone H3 | Cell Signaling Technology | #4499 |

**Table S2. List of primers used for qRT-PCR analysis.**

**Table S3. Post hoc power analyses.**

How the deposited data were processed for this re-analysis (not part of the article)

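TA muscle RNA from WT and Fgf21KO mice 2 weeks after sham surgery or denervation was sequenced as 1 pooled library per group, 4 libraries in all. The authors deposited a table of read counts per gene, without normalization, and a second table whose values are on a log2 scale. The authors named the second table for FPKM, but each deposited log2 value equals the log2 of the count times 1 factor per library, plus 1. It therefore holds scaled counts, and the alternatives planned on FPKM were run on these values. The paper's methods name edgeR, an adjusted p-value below 0.05 and an absolute log fold change of at least 1. The paper's text does not name the aligner, counter, genome build, dispersion or gene filter. Samples were assigned to groups by their labels and by the abbreviations in the legend of Fig. S4.

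The counts of 13825 genes were analysed, each with at least 1 read in each library. Total counts over these genes ran from 25249879 (WS) to 34141303 (KS). At 3 counts, expression was 0.129 CPM in WS, 0.092 in WD, 0.101 in KS and 0.097 in KD. Fold changes against a library with at most 3 counts are given as lower bounds computed at 3 counts. Intervals for single genes (95%) cover counting error only.

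Analyses used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with scipy 1.17.1. The 13084 genes with a mean count of at least 10 over the 4 libraries were tested, with TMM scaling and log2 CPM at a prior count of 2. Pairs of libraries were compared by edgeR's exact test at an assumed biological coefficient of variation of 0.1, with Benjamini-Hochberg adjustment. The effects of denervation and genotype over all 4 libraries were tested by edgeR's quasi-likelihood test in an additive model, whose common biological coefficient of variation was 0.068. That model leaves 1 residual degree of freedom, which is the interaction, so the interaction could not be tested. Gene lists were compared with 10000 random lists matched on mean expression in 50 bins, and a list was taken as standing apart at the 95th percentile. The 6 pathway lists were written by hand from gene families, since no KEGG database was used here. Of 70 genes named in the paper, 37 were matched to the count table, and the others, Fgf21 among them, were not analysed here. Symbols were matched to RefSeq names of GRCm38.p6 (13543 matched) and to GENCODE M21 (13134 matched). Printed positions are those of GENCODE M21 on GRCm38, and neighbouring genes were taken from RefSeq.

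The genes named are those the paper names, the 3 highest and 3 lowest DEGs of each comparison, and the 2 highest and 2 lowest DEGs of each list in WD vs WS and in KD vs WD. Some results that fall under this rule are not reported here. Any other gene named was chosen after its values were seen. These rules, the tests between groups and of pathway lists, and most alternatives were set before the data were examined, while several tests of other explanations were chosen after a pattern was seen and are given as such. The alternatives were DESeq2's size factors, total counts only, no filter, a mean count of at least 50, prior counts of 0.125 and 5, the deposited log2 values with pseudocounts of 1 and 0.1, assumed variation of 0.01, 0.2 and 0.4, Fisher's exact test on library totals, DESeq2's Wald test, no fold threshold, counts of DEGs in a list, and Reactome sets. Random lists matched on transcript length or GC content as well were added after seeing the data.

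The scripts were tested on simulated data. With 200 of 13084 genes changed 4-fold, the exact test recovered 96.2% of them and called a median of 1 unchanged gene. The quasi-likelihood test recovered 99.3%. Simulated libraries cannot show whether the variation assumed for the exact test holds between the real pools. These recovery values therefore check the scripts and not the DEG counts, which depended strongly on that assumed variation. Of 20 simulated lists of 60 genes with a shift, 20 passed the 95th percentile, and of 20 without a shift, 1 did. The simulated shift was larger than the differences between the real lists and random lists, so smaller differences were not tested.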

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

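The tests of counting noise and of GC content and transcript length below were chosen before their results were seen, and the tests of chance overlap, of DNA near Fgf21 and of neighbouring genes were chosen only after the pattern was seen. With 1 library per group, the spread between mice is not known.

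Some genes changed in opposite directions after denervation in the 2 genotypes, a difference that was not tested. Fgfr2 fell in WT muscle (-1.39, from 42 to 21 counts) and rose in Fgf21KO muscle (1.79, from 18 to 70 counts), a difference of 3.18 between the log2 ratios. Clstn2 fell by 1.81 and rose by 1.12, a difference of 2.93, at 8 to 59 counts per library. Trim72 rose by 0.19 in WT and fell by 0.13 in Fgf21KO muscle, a difference of -0.32, and with total counts only it rose in both (0.47 and 0.23). Inhba, which the paper names as Activin A, fell by 2.12 in WT muscle (from 24 to 6 counts) and had a log2 ratio of 0.75 in Fgf21KO muscle (from 14 to 26 counts), a difference of 2.87, but the counting interval of the latter, from -0.18 to 1.69, includes 0. Over all tested genes, 11 were at least 2-fold changed in opposite directions. Libraries simulated with the same response in both genotypes and counting noise alone gave at most 1 such gene in 20 draws. The 11 genes had at most 70 counts in any library, and each had a mean count below 50. DEGs of both genotypes in opposite directions numbered 3 by the main criterion. They numbered 0 with a mean count of at least 50, and 0 at an assumed variation of 0.2. Since the spread between mice is unknown, the pattern cannot be told apart from noise between pools, and a biological effect of genotype on these genes was not separated from it.

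In genes the paper's text does not discuss, 34 were at least 2-fold apart between Fgf21KO and WT muscle in the same direction in sham and in denervated libraries. Nnt, chosen after its values were seen, had 441 counts in WS, 2012 in WD, 3699 in KS and 5207 in KD, log2 ratios of 2.71 in sham and 1.45 in denervated muscle. Wdfy1, chosen likewise, had log2 ratios of 1.44 and 1.58. Shuffling the denervated ratios among genes of similar expression gave a median of 10 and at most 22 genes in 10000 shuffles, so chance overlap does not account for the number. If the paper's contralateral sham design holds for these pools, sham and denervated muscle came from the same mice, and the overlap does not separate genotype from individual mice. None of the 32 genes with a RefSeq position on GRCm38.p6 lay within 10 Mb of Fgf21 (0 genes), where random lists had a median of 0 and a 95th percentile of 1, so there was no excess in that window. A longer stretch of flanking DNA was not tested. Of those 32, 14 had another of them within 1 Mb, against a median of 2 and at most 11 in matched random lists. A candidate explanation is a difference in strain background or copy number between the WT and Fgf21KO mice. The paper's text names the strain of the WT mice and does not state the background of the Fgf21KO mice. The comparisons between genotypes therefore do not separate loss of Fgf21 from such a difference. Several of the neighbours are near-identical copies or overlapping genes (Xlr3a, Xlr3b and Xlr3c, and Pcdhgb7 and Pcdhga6, named after their values were seen), between which reads could be split. The median GC content of the genes was at percentile 49.4 and their median transcript length at percentile 94.3 of random lists, but only 79.4% of the genes had a transcript, so both checks are void. The pattern cannot be told apart from a difference in strain background or copy number, or, for the copies, from reads shared between them.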

How the results depend on the processing

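No paired analysis was possible because each group is 1 pooled library and the labels give no pairs. Leaving out a replicate was not possible for the same reason. DESeq2 was not run between pairs of single libraries, which it cannot fit, and Fisher's exact test stood in its place.

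Of the counts of genes and the list percentiles, 211 alternatives kept their side of the threshold or stayed within 1.5 times the main count, 25 counts moved further, 14 list percentiles fell below 95 and 3 rose to it. The cause was not tested for any of them. These totals leave out some alternatives, such as the shared DEGs at an assumed variation of 0.2. They also leave out the DEGs shared in opposite directions.

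The assumed variation moved the DEG counts of the denervation comparisons most. In number, Fisher's exact test moved those of the genotype comparisons further. At 0.2, WD vs WS gave 903 DEGs, KD vs KS 864, KS vs WS 12 and KD vs WD 13. At 0.4 they were 63, 81, 0 and 3. The denervation comparisons shared 627 genes in the same direction at 0.2 and 58 at 0.4, against 1133 in the main run. At 0.01, KS vs WS gave 175 and KD vs WD 137, and Fisher's exact test gave 188 and 151. With a mean count of at least 50, KS vs WS gave 31 DEGs and 68 genes at least 2-fold apart, KD vs WD gave 30 and 47, and 150 genes differed in their denervation response. With the deposited values and a pseudocount of 1, the genes at least 2-fold apart were 1188 in WD vs WS, 1117 in KD vs KS, 29 in KS vs WS and 25 in KD vs WD. In the additive model without a fold threshold, 6924 genes passed for denervation and 75 for genotype, and DESeq2's Wald test gave 13 for genotype.

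For the lists, the Reactome set raised Neurotrophin signaling in WD vs WS to 99.4, and lowered Cytokine-receptor interactions to 80.6 in WD vs WS and 71.5 in KD vs KS, and TGF-beta signaling to 16.7 in WD vs WS, 40.8 in KD vs KS and 62.0 in KD vs WD. By the number of DEGs in a list, Axon guidance in KS vs WS was at 94.9, Cytokine-receptor interactions at 97.5 in KS vs WS and 26.1 in KD vs WD, Calcium signaling in KD vs WD at 94.8, TGF-beta signaling at 93.7 in WD vs WS and 39.7 in KD vs WD, and MAPK signaling in KD vs WD at 71.0. With a mean count of at least 50, Calcium signaling in KS vs WS was at 96.4. With DESeq2's size factors, TGF-beta signaling in KD vs WD was at 93.8. With random lists matched on transcript length or GC content as well, alternatives chosen after seeing the data, Calcium signaling in KD vs WD was at 93.4 and 94.5.

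Total counts only moved the median log2 ratio of all tested genes to 0.29 in WD vs WS and 0.36 in KD vs KS, from 0.01 with TMM in both. The 2-fold genes of WD vs WS were then 1633 higher and 486 lower, against 949 and 984 with TMM. Those of KD vs KS were 1948 and 342, against 984 and 794, and those of KS vs WS were 94 and 191, against 116 and 151. The DEGs split likewise into 1564 and 452 in WD vs WS, 1877 and 316 in KD vs KS, and 21 and 49 in KS vs WS. Under total counts only, the direction in KD vs KS was reversed for Fgfr4 (0.06, against -0.29 with TMM), Trim72 (0.23, against -0.13), Pdgfra (0.05, against -0.31) and Itga7 (0.28, against -0.07). In WD vs WS it was reversed for Ccn2 (0.04, against -0.24), Mapk8 (0.15, against -0.13) and Itga7 (0.16, against -0.12). The scaling shifts the genes of a comparison nearly alike. Small falls therefore change sign with it, and these reversals show nothing beyond that shift. Among the other values of single genes, 89 moved by more than counting error under total counts only, in the same direction. With the deposited values and a pseudocount of 0.1, only Hspa8 in KD vs KS did (0.47, against 0.49).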

Differences from the paper's values

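The paper's text gives no number for these libraries, so no pair of values is compared. The paper lists Neurotrophin signaling among the enriched pathways. In these libraries the list written for it was at the 88.4th percentile of matched random lists in WD vs WS and the 82.6th in KD vs KS, below the 95th. With the Reactome set of the nearest name it reached 99.4 in WD vs WS and stayed below the 95th percentile in KD vs KS (77.8), KS vs WS (43.2) and KD vs WD (36.0). The other alternatives set before the data were examined left it below the 95th percentile in all 4 comparisons. The paper's text calls the pathway analysis KEGG, and the legend of Fig. S4 calls it Gene Ontology.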

Other observations

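The tests of the marker lists, of mitochondrially encoded genes and of transcript length and GC content in this part were chosen before their results were seen. The tests of counting noise in sham muscle, of the size of the response and of Amd1 and Amd2 were chosen only after the result was seen.

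Genes that the paper names or measured in other samples, and some of their relatives, had counts in these pools, given without replicates. Hdac4 rose from 1030 to 9437 counts in WT muscle (log2 ratio 2.71) and from 1233 to 9222 in Fgf21KO muscle (2.84), and KD over WD was 0.04. Hdac5 fell by 1.10 and 1.20, Hdac7 by 1.33 and 0.76, and Hdac9 by 0.77 and 0.90. For HDAC5 and HDAC7 the paper reports higher protein after denervation, in other samples, so these transcripts ran the other way. Fbxo32 rose by 1.13 and 1.30, Foxo1 by 1.35 and 1.54, Fbxo30 by 1.52 and 1.34, and Map1lc3a by 1.64 and 1.56. For Atrogin1, the protein of Fbxo32, the paper reports a weaker induction in Fgf21KO muscle, which the Fbxo32 transcript did not show. Transcript and protein are different measures, so these values do not test the paper's protein results. Foxo3 (0.02 and 0.08) and Map1lc3b (0.04 and 0.04) moved little with TMM, and with total counts only they rose by 0.30 and 0.43 and by 0.32 and 0.40. Chrnb1 rose by 2.48 and 2.65, and Lrp4 by 0.60 and 0.72. Fgf1 fell by 0.61 and 0.58, and Fgf2 by 1.76 and 1.93. Fgf11 had log2 ratios of 0.21 (interval -0.01 to 0.43) and 0.71 (0.45 to 0.98). Fgfr1 rose by 0.23 and 0.32. The paper reports Fgfr4 as upregulated by denervation, in other samples of an earlier day. In these pools Fgfr4 had log2 ratios of -0.51 (interval -0.97 to -0.06) and -0.29 (-0.68 to 0.09), and with total counts only -0.24 and 0.06. Of the AMPK catalytic subunit genes, Prkaa2 fell by 1.05 and 1.33 and Prkaa1 rose by 0.51 and 0.62. Adgre1, the F4/80 gene, rose by 1.15 and 1.36, and Pecam1 fell by 0.99 and 0.77.

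The hypothesis that Fgf21KO muscle had a weaker transcript response to denervation was tested by the orthogonal slope of the Fgf21KO log2 ratios on the WT ratios across 13084 genes. The slope was 1.00, with a standard deviation of 0.79 in each genotype, which goes against a weaker response over all genes. Genes are not independent replicates, and smaller sets of genes were not tested this way.

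More RNA from macrophages, Schwann cells or fibro-adipogenic progenitors was tested with marker lists written before the test. The 18 macrophage markers had a median log2 ratio of 1.09 in WT and 0.84 in Fgf21KO muscle, at the 100.0th percentile of matched random lists in both, which is consistent with more macrophage RNA in denervated muscle, although more expression per cell was not separated from more cells. The 16 fibro-adipogenic progenitor markers had medians of -0.47 and -0.71, at percentiles 0.5 and 0.0. Many of these markers encode matrix proteins, and the paper counted these cells directly, so transcript levels do not give their number. The Schwann cell list had medians of -0.68 and -0.66, at percentiles 0.5 and 0.2, but only 40.9% of its genes were tested, so that check is void. With total counts only, the medians of all genes shift by 0.29 and 0.36.

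In sham muscle 267 genes were at least 2-fold apart between the genotypes. Simulated counting noise alone gave a median of 60.5. With a biological coefficient of variation of 0.1 added, the simulated draws gave at most 106 such genes. With 0.2 the median was 397.5 and the lowest draw 363. The number observed lay between the draws at 0.1 and at 0.2, so an intermediate spread was not excluded. Without replicates the spread between mice is not known. Across 12591 genes, Spearman's rho of the KS over WS log2 ratio was -0.22 with transcript length and -0.20 with GC content, between the levels set in advance for a bias and for none. Part of the sham genotype difference could reflect such a bias, since both values were closer to 0 in KD over WD. The Axon guidance list had a median absolute log2 ratio of 0.204 in KS vs WS. Matching the random lists on length or on GC content as well moved their median from 0.145 to 0.153 and 0.146, and the list was at the 99.9th and 100.0th percentiles. The matching therefore changed little, and other effects of such a bias were not tested.

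The share of mitochondrially encoded genes was higher in both sham libraries. With those genes left out of the totals, the median log2 ratio of WD over WS was 0.14, against 0.29 with them, so they account for part of the shift between scalings and not all of it.

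Amd1, Amd2 and Smox, which act in polyamine metabolism, fell together after denervation. Amd1 went from 27182 to 2765 counts in WT and from 38543 to 2411 in Fgf21KO muscle, and Smox from 10863 to 1107 and from 16761 to 963. The ratio of Amd2 to Amd1 counts varied by only 1.07 times over the 4 libraries, from 0.18 to 0.19. Shared reads or shared regulation could each give this, and the counts do not separate them. The paper's text does not name these genes.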
